# *Txnip* deficiency causes a susceptibility to acute cold stress with brown fat dysfunction in mice

**DOI:** 10.1016/j.jbc.2025.108293

**Published:** 2025-02-11

**Authors:** Meng Zou, Katsuya Tanabe, Kikuko Amo-Shiinoki, Daisuke Kohno, Syota Kagawa, Hideki Shirasawa, Kenji Ikeda, Akihiko Taguchi, Yasuharu Ohta, Shigeru Okuya, Tetsuya Yamada, Tadahiro Kitamura, Hiroshi Masutani, Yukio Tanizawa

**Keywords:** thioredoxin-interacting protein, brown adipose tissue, thermogenesis, cold stress, metabolism

## Abstract

Mammals adaptively regulate energy metabolism in response to environmental changes such as starvation and cold circumstances. Thioredoxin-interacting protein (Txnip), known as a redox regulator, serves as a nutrient sensor regulating energy homeostasis. Txnip is essential for mice to adapt to starvation, but its role in adapting to cold circumstances remains unclear. Here, we identified Txnip as a pivotal factor for maintaining nonshivering thermogenesis in mice. Txnip protein levels in brown adipose tissue (BAT) were upregulated by the acute cold exposure. *Txnip*-deficient (*Txnip*^−/−^) mice acclimated to thermoneutrality (30 °C) exhibited significant BAT enlargement and triglyceride accumulation with downregulation of BAT signature and metabolic gene expression. Upon acute cold exposure (5 °C), *Txnip*^−/−^ mice showed a rapid decline in BAT surface temperatures with the failure of increasing metabolic respiration, developing lethal hypothermia. The BAT dysfunction and cold susceptibility in *Txnip*^−/−^ mice were corrected by acclimation to 16 °C, protecting the mice from life-threatening hypothermia. Transcriptomic and metabolomic analysis using dissected BAT revealed that despite preserving glycolysis, the BAT of *Txnip*^−/−^ mice failed to activate the catabolism of branched-chain amino acids and fatty acids in response to acute cold stress. These findings illustrate that Txnip is required for maintaining basal BAT function and ensuring cold-induced thermogenesis.

Mammals possess sophisticated physiological mechanisms to adapt to challenging environmental conditions, such as prolonged starvation, endurance exercise, and cold circumstances. Regulation of nutrient metabolism to maintain energy homeostasis is essential for these adaptive responses.

Thioredoxin-interacting protein (Txnip) serves as a nutrient sensor regulating energy homeostasis across various systems (1, 2, 3, 4, 5, 6, 7, 8, 9). Txnip binds to and inhibits thioredoxin, thereby modulating the cellular redox state and promoting oxidative stress (10, 11, 12, 13). Additionally, Txnip engages in various redox-independent cellular functions, primarily relying on its role as an ancestral α-arrestin family scaffold (14, 15, 16, 17). Previous studies have shown that Txnip is a critical regulator in glucose and lipid metabolism (4, 8, 18). Furthermore, the effects of loss of Txnip have been demonstrated in *Txnip*-deficient mice, exhibiting intolerance to starvation, endurance exercise, and inflammation (5, 7, 15). These lines of evidence suggest that in mice, Txnip plays a role in adapting to physiological stresses through the regulation of energy metabolism. However, its role in nonshivering thermogenesis, a crucial aspect of energy expenditure in response to cold exposure, remains poorly understood.

Nonshivering thermogenesis serves as a fundamental mechanism for maintaining core body temperature and metabolic balance under cold stress, which is primarily mediated by brown adipose tissue (BAT) and beige adipocytes within white adipose tissue (WAT) (19). Beige adipocytes arise postnatally in response to external stimuli, such as chronic cold exposure, whereas brown adipocytes, once developed, maintain a relatively high thermogenic gene expression, remaining primed for thermogenesis, even without stimulation (20). In response to an adaptive challenge, BAT efficiently oxidizes glucose, lipids, and amino acids to rapidly generate heat through uncoupling protein 1 (Ucp1)-mediated proton gradient uncoupling of mitochondrial respiration (19, 21). Despite significant research on the various signaling pathways and metabolic processes of nonshivering thermogenesis (22, 23, 24, 25, 26), the precise role of Txnip in this context remains unclear. Hence, this study aimed to explore the effects of *Txnip* deficiency on nonshivering thermogenesis under various temperature conditions. Using *Txnip*-deficient mice and their BAT, we found that Txnip plays a pivotal role in preserving BAT thermogenesis and oxidative metabolism and is essential for adaptive thermogenesis in response to sudden cold stress.

## Results

### *Txnip* deficiency causes lethal hypothermia under acute cold stress with a lack of BAT thermogenic response

As previously described (8), *Txnip*^−/−^ mice exhibited an increase in subcutaneous WAT mass (Fig. S1, *A*–*D*), while maintaining a total body weight similar to that of WT mice (Fig. S1, *E* and *F*). To investigate the effect of Txnip deficiency on BAT physiology, we initially examined BAT morphology in *Txnip*^−/−^ and *Txnip*-haploinsufficient (*Txnip*^+/−^) mice. Txnip expression in BAT declined in accordance with the loss of gene copy number (Fig. S1*G*). The BAT from *Txnip*^−/−^ mice appeared paler and larger than other genotypes (Fig. 1, *A* and *B*), particularly evident under thermoneutral (TN, 30 °C) conditions (Fig. 1, *C* and *D*). Microscopically, brown adipocytes of *Txnip*^−/−^ mice exhibited unilocular hypertrophic lipid droplets, a characteristic that intensified upon TN acclimation (Fig. 1, *E* and *F*). *Txnip*^+/−^ mice exhibited similar changes in their brown adipocyte lipid droplets under TN conditions. Correspondingly, the triglyceride content in BAT of *Txnip*^−/−^ mice significantly exceeded that in WT BAT (Fig. S1*H*).

**Figure 1:**
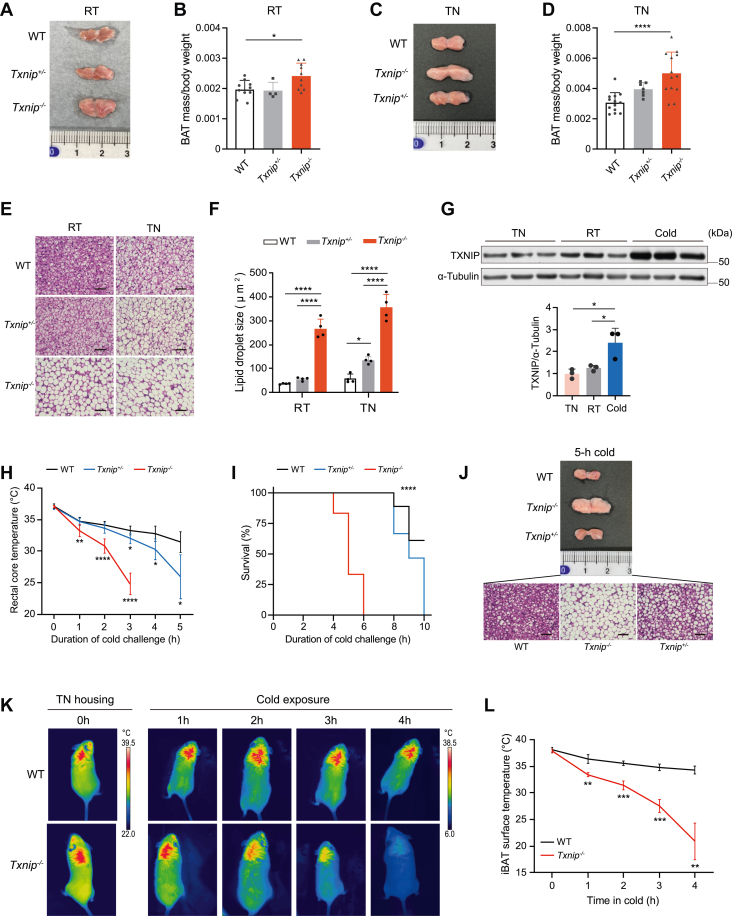
***Txnip*-deficient mice exhibited altered BAT morphology and severe intolerance to acute cold exposure.***A*, representative image of interscapular BAT from 10-week-old WT, *Txnip*-haploinsufficient (*Txnip*^*+/−*^), and *Txnip*-deficient (*Txnip*^*−/−*^) mice housed at room temperature (RT, 23 °C). *B*, interscapular BAT mass normalized by body weight in 10-week-old WT, *Txnip*^*+/−*^, and *Txnip*^*−/−*^ mice housed at RT on a chow diet (n = 10,4,10). *C*, representative image of interscapular BAT from 10-week-old WT, *Txnip*^*−/−*^, and *Txnip*^*+/−*^ mice acclimated to thermoneutral (TN, 30 °C) conditions for 1 week. *D*, interscapular BAT mass normalized by body weight in 10-week-old WT, *Txnip*^*+/−*^, and *Txnip*^*−/−*^ mice acclimated to TN conditions on a chow diet (n = 13,7,13). *E*, H&E staining of interscapular BAT from 10-week-old WT, *Txnip*^*+/−*^, and *Txnip*^*−/−*^ mice housed at RT and TN conditions. The scale bar represents 50 μm. *F*, quantification of lipid droplet size from BAT H&E-stained slides (n = 4 per group). *G*, Western blot and TXNIP quantification in BAT from WT mice housed at TN, RT, and after 6 h cold exposure at 5 °C (from RT). α-Tubulin was used as a loading control (n = 3 per group). *H*, rectal core temperatures of WT, *Txnip*^*+/−*^, and *Txnip*^*−/−*^ mice exposed to acute cold at 5 °C after TN acclimation for 1 week (n = 10, 8, 10). *I*, survival rates of WT, *Txnip*^*+/−*^, and *Txnip*^*−/−*^ mice exposed to acute cold at 5 °C after TN acclimation for 1 week (n = 18, 15, 18). *J*, representative interscapular BAT image and H&E staining from WT, *Txnip*^*−/−*^, and *Txnip*^*+/−*^ mice exposed to acute cold for 5 h after TN acclimation for 1 week. The scale bar represents 50 μm. *K*, representative infrared images of WT and *Txnip*^*−/−*^ mice prehoused in TN, followed by acute cold exposure. *L*, interscapular BAT surface temperatures of WT and *Txnip*^*−/−*^ mice during acute cold exposure after TN acclimation (n = 4 per group). Data: mean ± SD. Statistical analyses: one-way ANOVA with Bonferroni's *post hoc* test (*B*, *D*, *F*, and *G*), two-way ANOVA with Bonferroni's *post hoc* test (*H*, and *L*), and log-rank (Mantel–Cox) test (*I*). ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, and ∗∗∗∗*p* < 0.0001. See also Figs. S1–S3. BAT, brown adipose tissue; Txnip, thioredoxin-interacting protein.

To explore the effect of Txnip deficiency on BAT function, we determined the effects of acute cold stress on Txnip expression in the BAT of WT mice housed at room temperature (RT, 23 °C). Acute exposure to cold conditions (5 °C, for 6 h) resulted in a 2-fold increase in Txnip protein abundance relative to the baseline (Fig. 1*G*). Subsequent investigation into the impact of reduced Txnip levels on cold tolerance showed that both *Txnip*^−/−^ and *Txnip*^+/−^ mice, acclimated to TN conditions before acute cold exposure, exhibited a rapid decline in rectal temperatures, reaching life-threatening hypothermia at 3 h and 5 h, respectively (Fig. 1*H*). *Txnip*^−/−^ mice died within 4 to 6 h, while *Txnip*^+/−^ mice perished within 8 to 10 h of cold exposure, indicating a correlation between reduced *Txnip* copy number and deteriorated cold tolerance (Fig. 1*I*). Despite improved survival rates in WT mice housed at RT before cold exposure, *Txnip*^−/−^ mice could not be rescued, perishing within 12 h of cold exposure (Fig. S2, *A* and *B*). Furthermore, following a 5 h cold exposure, BAT from *Txnip*^−/−^ mice retained its enlarged and whitened appearance with most adipocytes exhibiting hypertrophic unilocular lipid droplets, whereas *Txnip*^+/−^ and WT BAT became smaller and brown appearance with varying degrees of multilocular lipid droplets (Fig. 1*J*). This observation was pronounced in mice acclimated to TN conditions but remained consistent in those maintained at RT (Fig. S2*C*). Functionally, thermographic imaging revealed a progressive decline in BAT surface temperatures in *Txnip*^−/−^ mice during acute cold exposure, suggesting that BAT of *Txnip*^−/−^ mice lacks the capability to generate heat in response to acute cold stress (Figs. 1, *K* and *L*, and S2, *D* and *E*).

### Txnip is essential for sustaining adaptive thermogenesis during acute cold stress

Next, we examined the impact of *Txnip* deficiency on thermogenic function by recording whole-body parameters, such as O_2_ consumption rate (VO_2_), heat generation (Heat), and respiratory exchange ratio (RER). Surprisingly, under both TN and RT conditions, *Txnip*^*−/−*^ mice exhibited higher VO_2_ and Heat than WT mice, while their RER was lower during the light phase (Fig. S3, *A*–*I*). Upon acute transfer to cold conditions following TN acclimation, *Txnip*^−/−^ mice initially exhibited increased VO_2_ and Heat similar to WT mice. However, unlike WT mice, they failed to sustain this respiratory response, experiencing a rapid and profound decline in VO_2_ and Heat 1.5 h after transfer to cold conditions (Fig. 2, *A* and *B*). The norepinephrine (NE) challenge in TN-acclimated mice revealed a blunted increase in VO_2_ in *Txnip*^*−/−*^ mice compared to controls (Fig. 2*C*). To gain insights into defective metabolic respiration in *Txnip*^*−/−*^ mice, we examined mitochondrial abundance and morphology in BAT. A slight but significant decrease in mitochondrial DNA (mtDNA) copy number was detected in BAT of *Txnip*^*−/−*^ mice under TN conditions, but not at RT (Fig. 2*D*). The ultrastructure of BAT revealed hypertrophic lipid droplets and enlarged mitochondrial size in *Txnip*^−/−^ mice under TN conditions, while mitochondrial cristae length was indistinguishable between genotypes (Fig. 2, *E*–*G*). Subsequently, we assessed sympathetic activation and adrenergic receptor (AR) function in BAT. The NE turnover during cold exposure remained unchanged in BAT of *Txnip*^*−/−*^ mice (Fig. 2*H*). Regarding AR function, BAT of *Txnip*^*−/−*^ mice exhibited a significant baseline elevation of PKA activity assessed by detecting phosphorylated PKA substrates and hormone-sensitive lipase (HSL) (Figs.2, *I* and *J* and S3*J*). Furthermore, the induction of phosphorylated PKA substrates and HSL in *Txnip*^*−/−*^ BAT by CL316,243, a β3-AR agonist, mirrored that in WT BAT. These observations implied that sympathetic activation and AR function are preserved in BAT of *Txnip*^*−/−*^ mice.

**Figure 2:**
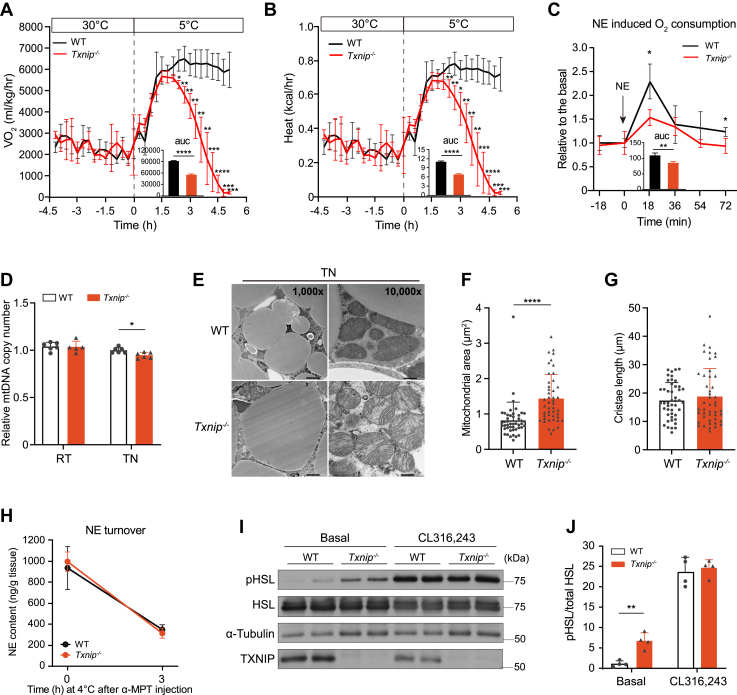
***Txnip* deficiency impairs metabolic respiration in response to acute thermogenic demand.***A*, O_2_ consumption rate (VO_2_) changes in WT and *Txnip*^*−/−*^ mice transitioning from TN to cold conditions (n = 4 per group). *B*, heat production in WT and *Txnip*^*−/−*^ mice transitioning from TN to cold conditions (n = 4 per group). *C*, relative VO_2_ in TN-acclimated WT and *Txnip*^*−/−*^ mice post intraperitoneal norepinephrine (NE) injection at 1 mg/kg (body weight) (n = 4 per group). *D*, relative mitochondrial DNA copy number in the BAT of WT and *Txnip*^*−/−*^ mice housed at RT and TN conditions (n = 6 per group). *E*, representative transmission electron microscopy (TEM) images of interscapular BAT from WT and *Txnip*^*−/−*^ mice acclimated to TN conditions for 1 week. The scale bar represents 0.5 μm. *F* and *G*, quantification of mitochondrial area (*F*) and total mitochondria cristae length (*G*) in BAT from WT and *Txnip*^*−/−*^ mice acclimated to TN conditions for 1 week (n = 46 mitochondria per group). *H*, NE turnover in BAT of WT and *Txnip*^*−/−*^ mice exposed to acute cold for 3 h after catecholamine synthesis inhibition with α-methyl-p-tyrosine (α-MPT) (200 mg/kg body weight, intraperitoneal injection). The mice were prehoused at RT (n = 6 per group). *I*, Western blots of hormone-sensitive lipase (HSL), phosphorylated HSL (pHSL), α-tubulin, and TXNIP in BAT lysates 5 min after injecting β3 agonist CL316,243 into WT and *Txnip*^*−/−*^ mice housed at TN conditions (n = 4 per group). *J*, pHSL quantitation from Western blot in (*I*). Data: mean ± SD. Statistical analysis: unpaired Student's *t* test (*A*–*D*, *F*, *G*, and *J*), two-way ANOVA with Bonferroni's *post hoc* test (*H*). ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, and ∗∗∗∗*p* < 0.0001. See also Fig. S3. BAT, brown adipose tissue; pHSL, phosphorylated hormone-sensitive lipase; RT, room temperature; TN, thermoneutral; Txnip, thioredoxin-interacting protein.

We further examined the thermogenic capability of *Txnip*^*−/−*^ mice after acclimating them to 16 °C for 7 days, exposing them to chronic mild cold stress. Surprisingly, BAT of *Txnip*^*−/−*^ mice exhibited similar morphology to WT BAT, with brown adipocytes displaying multilocular small lipid droplets (Fig. 3, *A* and *B*). With this morphological reversal, *Txnip*^*−/−*^ mice exhibited similar VO_2_ and higher heat generation during mild cold stress (16 °C), with a lower RER during the light phase and a higher RER at night, indicating enhanced fuel utilization in *Txnip*^*−/−*^ mice (Fig. 3, *C*–*E*). Furthermore, *Txnip*^*−/−*^ mice acclimated to 16 °C became resistant to lethal cold stress, showing restored thermogenic response (Fig. 3, *F*–*I*). These results highlight the essential role of Txnip in thermogenesis during acute cold stress.

**Figure 3:**
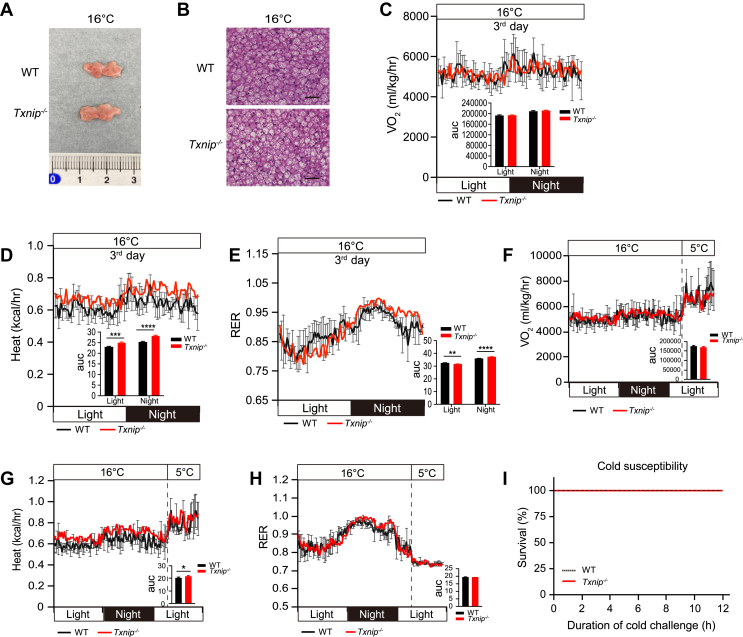
**Chronic cold exposure protects *Txnip***^***−/−***^**mice from lethal hypothermia in cold circumstances.***A*, representative interscapular BAT image from WT and *Txnip*^−/−^ mice acclimated to 16 °C for 1 week. *B*, H&E staining of interscapular BAT from WT and *Txnip*^−/−^ mice acclimated to 16 °C for 1 week. The scale bar represents 50 μm; *C*–*E*, VO_2_ (*C*), heat production (*D*), and RER (*E*) in WT and *Txnip*^−/−^ mice on the third day of 16 °C housing (n = 3, 4). *F*–*H*, adaptive changes of VO2 (*F*), heat production (*G*), and RER (*H*) in WT and *Txnip*^−/−^ mice transitioning from 16 °C to cold exposure at 5 °C. Mice were exposed to cold for 8 h after prehousing at 16 °C for 1 week (n = 3, 4). *I*, survival rate of WT and *Txnip*^−/−^ mice exposed to cold after prehousing at 16 °C for 1 week (n = 9 per group). Data: mean ± SD. Statistical analysis: unpaired Student's *t* test (*C–H*), log-rank (Mantel–Cox) test (*I*). ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, and ∗∗∗∗*p* < 0.0001. BAT, brown adipose tissue RER, respiratory exchange ratio; Txnip, thioredoxin-interacting protein;.

### Txnip maintains basal expression of BAT signature genes

To explore the underlying cause of thermogenic defects, we examined BAT in younger mice grown at RT. In 5-week-old *Txnip*^*−/−*^ mice, BAT mass surpassed that of WT mice, with increased unilocular lipid droplets (Fig. S4, *A* and *B*). These mice also showed enlarged inguinal white adipose tissue (iWAT) and hypertrophic adipocytes (Fig. S4, *C* and *D*). The adipocyte marker *Adipoq* expressed similarly between WT and *Txnip*^−/−^ mice adipose tissues, while the lipogenesis-related gene *Scd1* was significantly upregulated in both BAT and iWAT of *Txnip*^−/−^ mice, indicating increased lipogenic activity in *Txnip*-deficient adipose tissues (Fig. S4*E*). While *Ucp1* and *Dio2* were downregulated, other browning signature genes—including *Pgc-1α*, *Prdm16*, *Cidea*, and *Pparα*—appeared maintained in *Txnip*^*−/−*^ BAT, suggesting normal maturation of brown adipocytes in the absence of *Txnip* (Fig. S4*E*).

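Interscapular BAT of 12 mice at 10 weeks of age was sequenced as 12 libraries, 3 from each of 4 groups, with WT or *Txnip*-/- mice kept for 1 week at 23 °C (RT) or 30 °C (TN). In RNA-seq, the number of reads that fall on a gene follows the amount of its transcript in the tissue. The authors selected poly-A RNA, sequenced single-end reads, aligned them to mm10 with STAR, counted reads on exons with HOMER and kept 1 transcript for each of 25124 genes, which is another one in the RT comparison than in the TPM for 4959 genes and in the TN comparison for 4899. They deposited the values of all 12 libraries as TPM, which are scaled for transcript length and library size. For each temperature they also deposited log-scale values of its 6 libraries together with the log2 fold changes and p-values of their own comparison. Read counts per gene were not used here. The total reads per library, which the authors' tables state, ranged, in units of 1e6 reads, from 32.22 to 40.96 in RT WT (median 39.93), from 34.04 to 39.27 in RT *Txnip*-/- (median 38.07), from 33.57 to 47.44 in TN WT (median 38.29) and from 29.93 to 36.97 in TN *Txnip*-/- (median 35.91). All are above the minimum depth that the methods state. Here, the deposited TPM were put on the log2(TPM + 1) scale and genes with a mean TPM of at least 1 in the libraries compared were tested with limma's moderated test with an expression trend and Benjamini-Hochberg adjustment. Adding 1 makes the log2 fold changes of genes with low TPM smaller than the ratio of their TPM. Across genes, which are not independent replicates, Pearson's r between libraries of 1 group ranged from 0.9854 to 0.9934. The first principal component of the 12486 genes with a mean TPM of at least 1 over all libraries held 61.8% of the variance and parted the 6 RT from the 6 TN libraries. *Txnip* (NM_023719; mm10 chromosome 3, 96557957 to 96561857) shares exon bases on the opposite strand with *Gm15441*. Its expression was 613 ± 70.8 TPM (SD, n = 3) in RT WT and 29.0 ± 5.59 TPM (SD, n = 3) in RT *Txnip*-/-, which is 4.74% of the WT mean. At TN it was 1131 ± 92.7 TPM (SD, n = 3) in WT and 12.0 ± 2.12 TPM (SD, n = 3) in *Txnip*-/-, or 1.06% of the WT mean. The log2 fold change was −4.36 at RT (standard error 0.14, limma adjusted p = 5e-05) and −6.46 at TN (standard error 0.12, limma adjusted p = 1.97e-07). Every *Txnip*-/- library lay below every WT library at both temperatures (exact permutation test, two-sided, p = 0.1, the smallest that 3 mice against 3 allow). The alternative that moved the log2 fold change most was the authors' log-scale values in place of log2(TPM + 1), with −2.95 at RT and −4.67 at TN.

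**Figure D1:**
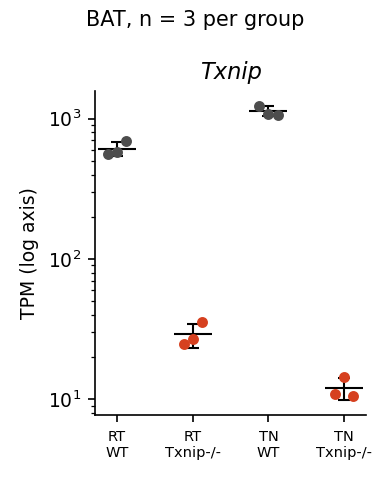
*Txnip* expression in BAT in TPM (vertical axis, logarithmic) for each of the 12 libraries, by genotype and temperature; points are mice, and lines and error bars are the mean and SD of 3 mice. All 6 *Txnip*-/- libraries lie below all 6 WT libraries.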

To investigate the molecular mechanisms by which Txnip controls the thermogenic capacity of BAT, we compared BAT signature genes in *Txnip*^*−/−*^ mice and their WT littermates housed at RT or TN conditions using RNA-seq. 

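At RT, 11980 genes were tested between the 3 *Txnip*-/- and the 3 WT libraries. A fold change above 1.25 or below 0.8 together with a limma adjusted p under 0.05, which are the paper's thresholds, was met by 178 genes. Of these, 91 were higher and 87 lower in *Txnip*-/- mice, so that 51.1% were higher, and 1921 genes had an unadjusted p under 0.05. All 178 genes lay apart in the 2 groups, as did 22.6% of all tested genes, where chance gives 10%. RT WT and RT *Txnip*-/- libraries of the same replicate number deviated from their group means with an r across genes of 0.297, −0.022 and 0.21 (mean 0.161), so that 2 of the 3 pairs were alike. With the replicate number as a block in the model, 100 genes passed, 48 higher and 52 lower, of which 81 were among the 178. With upper-quartile normalization the number was 177, of which 74 were higher and 103 lower. Leaving out 1 library in turn moved the count most, to between 2 and 159 genes. In the authors' deposited comparison, 167 of the 178 genes passed the same thresholds in the same direction. Another 329 genes passed there and were tested but not called here, all with the same sign.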

Under RT conditions, 562 genes were dysregulated in *Txnip*^*−/−*^ mice (291 upregulated and 271 downregulated) (Fig. S5*A*). A more distinct pattern emerged under TN conditions, with 1560 expression changes observed, among which 1111 genes were upregulated and 449 downregulated (Fig. 4*A*). 

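Between the 3 *Txnip*-/- and the 3 WT libraries at TN, 12891 genes were tested and 1116 passed the same fold change and limma adjusted p. Of the 1116 genes, 836 were higher and 280 lower in *Txnip*-/- mice, so that 74.9% were higher, and 3306 genes had an unadjusted p under 0.05. The 2 groups did not overlap in 31.1% of the tested genes, against 10% by chance. Leaving out 1 library in turn gave between 456 and 1005 genes. The authors' deposited comparison called 1024 of the 1116 genes in the same direction, and a further 419 genes, tested here, passed there only, all with the same sign. By the rule set for naming genes, the largest increases were those of *Clu* (log2 fold change 2.85), *Mmp12* (2.51), *Jchain* (2.48), *Mmp23* (2.42) and *Slc2a5* (2.33), with limma adjusted p between 0.000214 and 0.0167. The exons of *Mmp12* overlap those of *Mmp1b* on the opposite strand. In the authors' deposited comparison the log2 fold changes of these 5 genes were 2.66, 0.70, 1.55, 2.335 and 0.73 in the same order. For *Mmp12* and *Mmp23* that comparison uses another transcript. The sizes and order of these changes therefore depend on the processing. After *Txnip*, the largest decreases were those of *Lncbate10* (log2 fold change −3.01), *Gldn* (−2.83), *Pon1* (−2.43) and *Gys2* (−2.02), with limma adjusted p of at most 0.00542. The authors' deposited comparison holds −1.15, −2.68, −1.59 and −2.01 for them in the same order. Across the 11893 genes tested at both temperatures, which are not independent replicates, the RT and TN log2 fold changes had a Pearson's r of 0.511 and a Spearman's rho of 0.361. Called at both temperatures were 100 genes, 55 higher and 45 lower at both, and 0 in opposite directions. Of the 932 genes called at TN and tested at RT, 830 changed in the same direction at RT and 874 changed less there, with a median size of 0.57 at TN and 0.27 at RT on the log2 scale. Choosing genes at 1 temperature favours larger changes at that temperature: of the 168 genes called at RT and tested at TN, 99 changed less at TN, with a median size of 0.68 at RT and 0.56 at TN.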

For metabolic genes, *Fabp3* and *Cox8b* displayed significant downregulation among the genes affected at TN conditions, followed by *Dbt*, *Ppargc1a* (ecoding PGC-1α), *Bcat2*, and *Ucp1* (Fig. 4*A*). 

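At TN, *Cox8b* (NM_007751; chromosome 7, 140898942 to 140900446) fell from 2685 ± 326 TPM (SD, n = 3) in WT to 1134 ± 128 TPM in *Txnip*-/- mice, a log2 fold change of −1.24 (standard error 0.12, limma adjusted p = 0.00297). *Fabp3* (NM_010174; chromosome 4, 130308738 to 130315463), whose exons overlap *Gm10570* and *Zcchc17* on the opposite strand, had 554 ± 60.3 TPM in WT and 243 ± 8.17 TPM in *Txnip*-/- mice, a log2 fold change of −1.18 (standard error 0.09, limma adjusted p = 0.0018). *Dbt* (NM_001357344; chromosome 3, 116513070 to 116549981) went from 89.3 ± 13.6 to 51.5 ± 2.77 TPM, with a log2 fold change of −0.77 (standard error 0.11, limma adjusted p = 0.00802). *Ucp1* (NM_009463; chromosome 8, 83290348 to 83298456) went from 814 ± 281 to 249 ± 92.7 TPM, with a log2 fold change of −1.72 (standard error 0.31, limma adjusted p = 0.0151). *Ppargc1a* (NM_008904; chromosome 5, 51454249 to 51553921) had 12.2 ± 2.67 TPM in WT and 7.05 ± 1.74 TPM in *Txnip*-/- mice, and its log2 fold change of −0.72 (standard error 0.19) had a limma adjusted p of 0.0514. *Bcat2* (NM_009737; chromosome 7, 45570153 to 45589710), which shares exon bases with *0610005C13Rik* on the opposite strand, had 105 ± 25.2 and 66.2 ± 9.88 TPM, and its log2 fold change of −0.64 (standard error 0.18) had a limma adjusted p of 0.0617. The last 2 genes therefore did not pass the threshold of 0.05 with limma on TPM. Both passed in the authors' deposited comparison, with a DESeq2 adjusted p of 5.71e-05 for *Ppargc1a* and 0.000674 for *Bcat2*. Over the alternative settings, the limma adjusted p of *Ppargc1a* at TN ranged from 0.0219 to 0.24 and that of *Bcat2* at TN from 0.0246 to 0.144. For each of the 6 genes, all 3 *Txnip*-/- libraries lay below all 3 WT libraries.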

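*Ucp3* (NM_009464; chromosome 7, 100472991 to 100486432) had 23.2 ± 1.02 TPM (SD, n = 3) in TN WT and 53.8 ± 9.25 TPM in TN *Txnip*-/- mice, a log2 fold change of 1.17 (standard error 0.12, limma adjusted p = 0.00351). At RT it had 122 ± 16.1 TPM in WT and 102 ± 17.0 TPM in *Txnip*-/- mice, a log2 fold change of −0.27 (limma adjusted p = 0.412, with the replicate block 0.453). The difference between its TN and RT log2 fold changes was 1.44 (limma adjusted p of the interaction 0.0776). *Pth1r* (NM_001083935; chromosome 9, 110722085 to 110743686) encodes a parathyroid hormone receptor and shares exon bases with *Myl3* on the opposite strand. It rose from 14.2 ± 2.89 to 40.6 ± 2.53 TPM at TN, a log2 fold change of 1.46 (standard error 0.13, limma adjusted p = 0.00241). At RT it rose from 15.6 ± 4.66 to 31.0 ± 4.02 TPM, a log2 fold change of 0.97 with a limma adjusted p of 0.0618, or 0.034 with the replicate block. *Ucp2* (NM_011671; chromosome 7, 100493358 to 100499629), whose exons overlap *Dnajb13* on the opposite strand, rose from 50.1 ± 3.99 to 99.9 ± 13.9 TPM at TN, a log2 fold change of 0.98 (standard error 0.11, limma adjusted p = 0.00383). Its RT values were 39.0 ± 6.00 TPM in WT and 55.7 ± 6.49 TPM in *Txnip*-/- mice, a log2 fold change of 0.51 with a limma adjusted p of 0.107, or 0.0528 with the replicate block. *Ucp1* at RT had 3982 ± 333 TPM in WT and 3033 ± 754 TPM in *Txnip*-/- mice, a log2 fold change of −0.42 (standard error 0.16, limma adjusted p = 0.263, with the replicate block 0.269).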

Interestingly, while *Ucp1*, crucial for canonical thermogenesis, showed downregulation, other genes related to alternative pathways like *Pthr1*, *Ucp2*, and *Ucp3*, exhibited upregulation in *Txnip*^*−/−*^ BAT. Gene Ontology analysis of all significantly downregulated genes in *Txnip*^*−/−*^ BAT revealed prevalent dysregulation in pathways such as branched-chain amino acid (BCAA) degradation, peroxisome, fatty acid (FA) oxidation, carboxylic acid catabolic process, mitochondrial membrane, and mitochondrial matrix (Figs. 4*B* and S5*B*). 

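The members of the Gene Ontology terms were not used here, and gene families defined by their symbols were tested in their place at TN. Camera, a limma test of whether the genes of a set rank lower or higher than the other tested genes, was run with a preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over all sets of a comparison. Among 10 acyl-CoA dehydrogenases, 8 were lower and 2 called lower in *Txnip*-/- mice, with a median log2 fold change of −0.20 (camera adjusted p = 0.00088). This family, set by symbol, is not limited to FA oxidation. *Acadsb*, its lowest gene and 1 of the 2 called, is listed by the paper in Fig. 5G and also under valine and isoleucine oxidation in Fig. 6D. Of the peroxins, which build peroxisomes, 16 were tested and 1 was called lower, with a median log2 fold change of −0.09 (camera adjusted p = 0.00447). The mitochondrial inner membrane was represented by subunits of the respiratory chain. Their median log2 fold change was −0.09 in 37 complex I genes (camera adjusted p = 0.000182), −0.17 in 8 complex III genes (camera adjusted p = 0.00235) and −0.08 in 15 cytochrome c oxidase genes (camera adjusted p = 0.0121). For 17 ATP synthase genes it was −0.09 (camera adjusted p = 0.0662). Of 78 mitochondrial ribosomal proteins, which belong to the matrix, 66 were lower and 5 called lower, with a median log2 fold change of −0.13 (camera adjusted p = 1.23e-08). With the correlation between genes estimated for each family, the setting that moved these p-values most, the camera adjusted p was between 0.18 and 0.319 for all 7 families. Macrophage markers at TN, 13 of 13 higher with a median log2 fold change of 1.134, also had a camera adjusted p of 0.18 in it. No set passed in that setting, so it cannot tell a present change from an absent one. Against the other tested genes, the share of called lower genes was not significantly higher in any of the 7 families (Fisher's exact test, adjusted p from 0.0943 to 1).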

Most key genes involved in BAT thermogenesis, lipid metabolism, the tricarboxylic acid (TCA) cycle, and oxidative phosphorylation were dysregulated in BAT of *Txnip*^*−/−*^ mice under both RT and TN conditions (Fig. 4*C*). 

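Fig. 4C names 38 genes, all of which were tested. At TN, 38 of 38 were lower in *Txnip*-/- mice and 13 were called lower, with a median log2 fold change of −0.37, from −1.72 for *Ucp1* to −0.16 for *Cox6c* (camera adjusted p = 2.2e-19). Called lower were 4 of 8 thermogenesis genes, 4 of 7 lipid metabolism genes, 2 of 7 TCA cycle genes and 3 of 16 oxidative phosphorylation genes. At RT, 34 of 38 were lower and 2 were called lower, with a median log2 fold change of −0.17 (camera adjusted p = 3.86e-16, with the replicate block 5.97e-13). The 2 called genes were *Fabp3* and *Cox7a1*, of which *Cox7a1* was chosen after its values were seen, and 26 genes had an unadjusted p under 0.05. *Fabp3* at RT had 552 ± 23.1 TPM (SD, n = 3) in WT and 367 ± 31.3 TPM in *Txnip*-/- mice, a log2 fold change of −0.59 (limma adjusted p = 0.0203, with the replicate block 0.033). *Cox8b* at RT had 3539 ± 139 and 2852 ± 233 TPM, a log2 fold change of −0.31 (limma adjusted p = 0.0901, with the replicate block 0.163). The largest decrease at RT was that of *Dio2*, whose exons overlap *Gm26512* on the opposite strand, with a log2 fold change of −1.11 (standard error 0.38, limma adjusted p = 0.219, with the replicate block 0.0236). The smallest was that of *Slc27a2* (−0.01), which overlaps *Gm26697* on the opposite strand and rose in some fits that left out 1 library (limma adjusted p = 0.981, with the replicate block 0.962). *Ppargc1a* (log2 fold change 0.38), *Prdm16* (0.35), *Cycs* (0.02) and *Cox6c* (0.02) were higher in *Txnip*-/- mice at RT, but *Cycs* and *Cox6c* were lower with upper-quartile normalization (−0.004 each) and *Prdm16* in 1 or more fits that left out a library. The limma adjusted p of these 4 genes was 0.708 or more, and with the replicate block 0.501 or more. Since the paper chose these genes from the same data, adjustment over the list alone, which left 37 genes with a limma adjusted p under 0.05 at TN and 15 at RT, shows no stability. With the correlation between the genes of the list estimated from the data, the camera adjusted p was 0.18 at TN and 0.239 at RT.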

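The difference between the *Txnip*-/- effects at TN and at RT was tested for 12486 genes over all 12 libraries. Only *Txnip* had a limma adjusted p under 0.05 (difference of log2 fold changes −2.09, standard error 0.20, limma adjusted p = 0.00344), and 1571 genes had an unadjusted p under 0.05. With the replicate block, 4 genes passed, the largest change among the settings that kept all libraries. In data simulated with 3 libraries per group, the same test recovered 89% of 200 genes given a difference of 1 on the log2 scale. Those genes lay above an expression floor and their noise was independent, and the adjustment is stricter where fewer genes change. The share therefore does not carry over to these data, where *Ucp1*, with a difference of −1.31, did not pass. Of the 38 genes of Fig. 4C, 35 had a more negative log2 fold change at TN, with a median difference of −0.17 (camera adjusted p of the interaction 3.9e-08, with the replicate block 1.61e-07). With the inter-gene correlation estimated from the data, that adjusted p was 0.343. The mean log2(TPM + 1) of the 38 genes was 9.59 ± 0.02 (SD, n = 3) in RT WT, 9.41 ± 0.08 in RT *Txnip*-/-, 9.16 ± 0.10 in TN WT and 8.70 ± 0.10 in TN *Txnip*-/- mice. The *Txnip*-/- effect on this mean was −0.18 at RT and −0.46 at TN, and the difference was −0.28. An exact permutation test of the genotypes within each temperature, made after the mean genotype effect of the 2 temperatures was taken off, gave this difference a two-sided p of 0.01 (400 relabellings, smallest possible p 0.005). This form was chosen after seeing the data, and with the genotype effect left in, which keeps p from falling as low, it was 0.23. Among single genes, the difference was −1.31 for *Ucp1* (limma adjusted p = 0.242), −0.93 for *Cox8b* (limma adjusted p = 0.0776) and −0.59 for *Fabp3* (limma adjusted p = 0.115). The qPCR data of other mice were not analysed here.

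**Figure D2:**
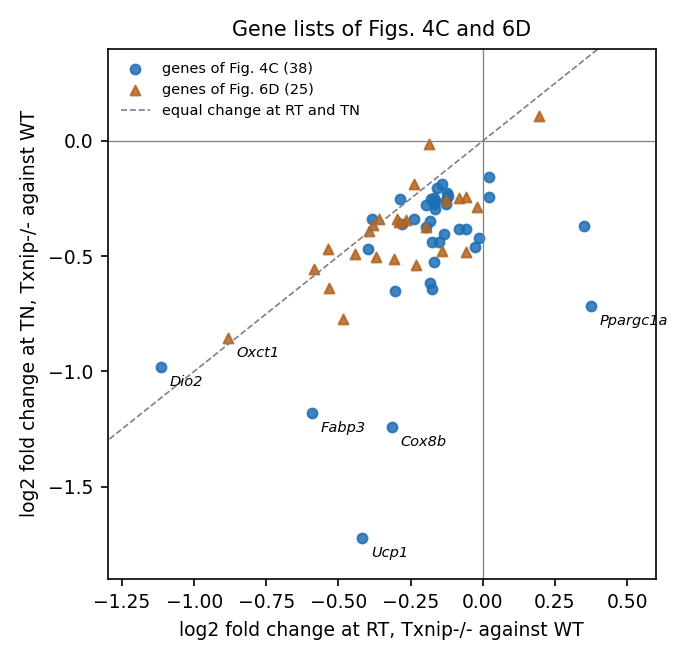
Log2 fold change of *Txnip*-/- over WT at RT (horizontal axis) and at TN (vertical axis) for the 38 genes of Fig. 4C and the 25 genes of Fig. 6D; each point is 1 gene and the dashed line marks equal changes. Of the genes of Fig. 4C, 35 of 38 lie below the line, and of those of Fig. 6D, 17 of 25.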

Notably, these genes showed more pronounced downregulation under TN conditions than at RT (Fig. 4*C*), as confirmed by reverse transcription qPCR analysis (Fig. S5, *C*–*H*). Interestingly, under mild cold-acclimated conditions (16 °C), the expression of most thermogenic genes in BAT of *Txnip*^*−/−*^ mice remained unaffected, except for *Ucp1* and *Dio2* (Fig. S5*I*).

**Figure 4:**
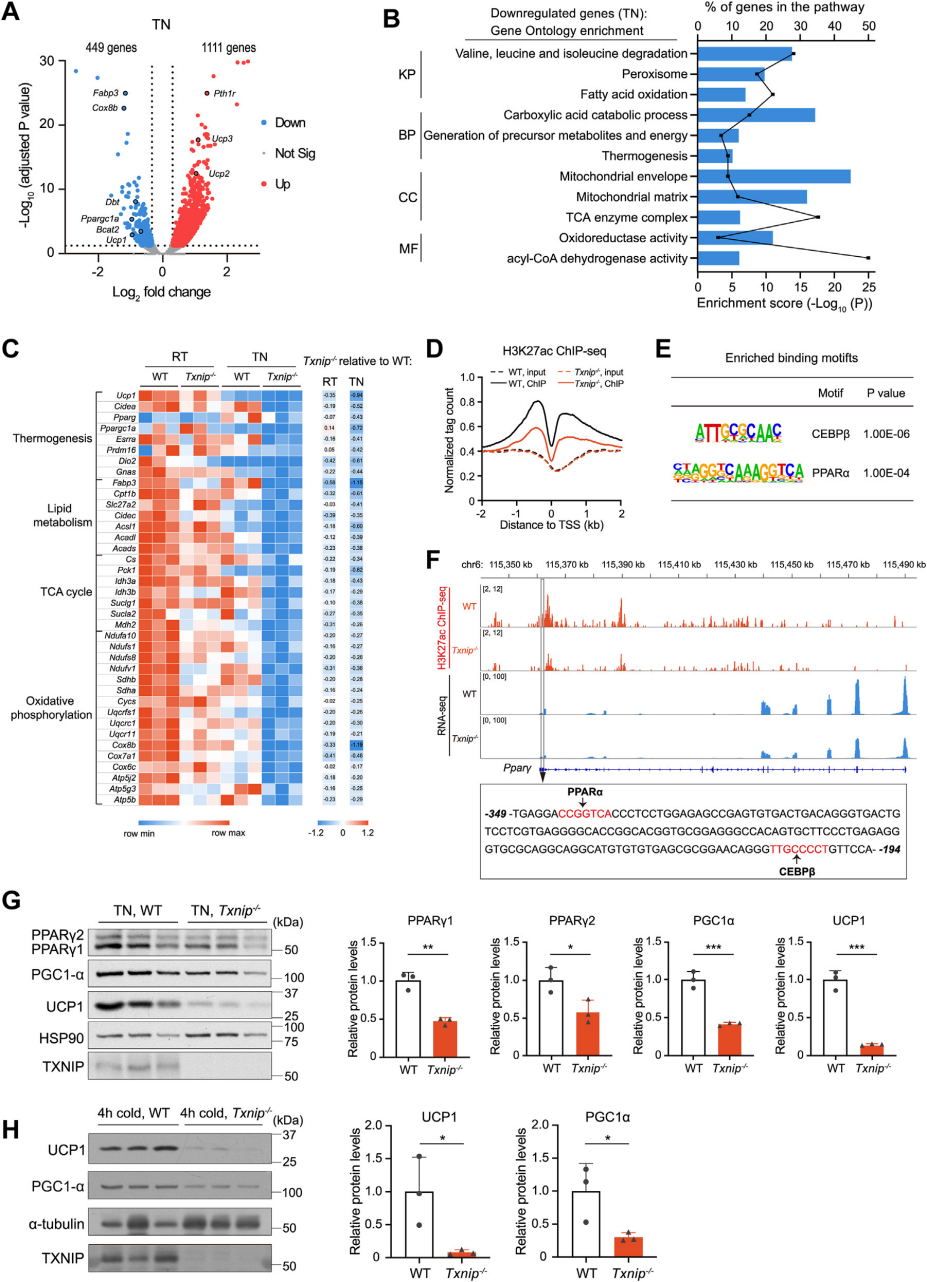
***Txnip* maintains basal thermogenic and metabolic gene expression in BAT.***A*, volcano plot of RNA-seq data showing *Txnip*-regulated BAT genes in *Txnip*^*−/−*^*versus* WT mice acclimated to TN (fold change >1.25 up (*red*) or <0.8 down (*blue*)) (n = 3 per group). *B*, gene ontology and pathway analysis of downregulated genes in *Txnip*^*−/−*^ BAT under TN conditions, identified by RNA-seq and selected based on the enrichment score. The bars represent the enrichment scores for the downregulated pathways. The *lines* represent the number of downregulated genes as a percentage of the corresponding pathway. *C*, *left:* heat map of selected BAT signature genes in WT and *Txnip*^*−/−*^ mice housed at RT or TN conditions. *Right:* heat map of selected BAT signature genes in *Txnip*^*−/−*^*versus* WT mice housed at RT or TN conditions. *D*, H3K27ac ChIP-seq profiles within ±2 kb of the transcription start sites of genes in BAT isolated from WT and *Txnip*^*−/−*^ mice at TN conditions. *E*, enriched known motifs at sites with decreased H3K27ac binding in BAT from *Txnip*^*−/−*^*versus* WT mice at TN conditions. *F*, *upper:* genome browser tracks displaying *Pparγ* loci with ChIP-seq and RNA-seq data under TN conditions. *Bottom:* DNA sequence of the 155 bp in the proximal promoter that displayed reduced H3K27ac ChIP signals in *Txnip*^*−/−*^ BAT. The binding sites of PPARα and CEBPβ are highlighted in *red letters*. *G*, Western blot and quantitation of PPARγ, PGC-1α, and UCP1 in BAT from WT and *Txnip*^*−/−*^ mice housed at TN conditions. HSP90 was used as the loading control (n = 3 per group). *H*, Western blot and quantitation of UCP1 and PGC-1α in BAT from WT and *Txnip*^*−/−*^ mice housed at TN conditions for 1 week, followed by 4-h acute cold exposure at 5 °C. α-Tubulin was used as the loading control (n = 3 per group). Data: mean ± SD. Statistical analysis: Unpaired Student's *t* test (*G* and *H*). ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, and ∗∗∗∗*p* < 0.0001. See also Figs. S4–S6. BAT, brown adipose tissue; BP, biological process; CC, cellular component; ChIP-seq, chromatin immunoprecipitation sequencing; KP, KEGG pathway; MF, molecular function; TN, thermoneutral; Txnip, thioredoxin-interacting protein; Ucp1, uncoupling protein 1.

Despite limited knowledge regarding the role of Txnip in transcriptional regulation, we investigated the correlation between transcription profiles and the epigenome within BAT of *Txnip*^*−/−*^ mice under basal conditions, using chromatin immunoprecipitation followed by sequencing (ChIP-seq) targeting acetylated histone H3 lysine 27 (H3K27ac) as a marker for active enhancers (27). The analysis revealed 7468 increased and 6028 decreased ChIP-seq signals in BAT of *Txnip*^*−/−*^ mice relative to WT (Fig. S6, *A* and *B*). Most of the altered ChIP signals were distributed across intergenic and intronic regions. However, the reduced H3K27ac levels in BAT of *Txnip*^*−/−*^ mice were specifically localized within the proximal regions of the transcription start site (Figs. 4*D* and S6*C*). Furthermore, the *de novo* motif analysis revealed an enrichment of binding motifs associated with known transcription factors, specifically CEBPβ and PPARα within the regions exhibiting decreased H3K27ac levels (Fig. 4*E*). To obtain epigenetic insights into altered thermogenic properties within BAT of *Txnip*^*−/−*^ mice, we analyzed H3K27ac occupancy on the *Pparγ* loci, a critical regulator of BAT thermogenesis (28). Txnip deficiency reduced H3K27ac ChIP signals in the proximal promoter that contained CEBPβ- and PPARα-binding sites as well as in a distal enhancer, leading to the attenuation of *Pparγ* transcription (Fig. 4*F*). 

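*Pparg* transcripts (NM_001308354; chromosome 6, 115362349 to 115490401) at TN were 346 ± 59.4 TPM (SD, n = 3) in WT and 252 ± 50.9 TPM (SD, n = 3) in *Txnip*-/- mice. The log2 fold change was −0.46 (standard error 0.17, limma adjusted p = 0.132), and the highest *Txnip*-/- library (302 TPM) lay above the lowest WT library (288 TPM). Over the alternative settings, the limma adjusted p of *Pparg* at TN ranged from 0.0582 to 0.33. The authors' deposited comparison holds a log2 fold change of −0.43 for it at TN, with a DESeq2 adjusted p of 0.0136, which passes. At RT the values were 234 ± 36.7 TPM in WT and 229 ± 20.4 TPM in *Txnip*-/- mice, a log2 fold change of −0.03 (standard error 0.12, limma adjusted p = 0.947, with the replicate block 0.891), and its sign changed when some single libraries were left out (up to 0.05). The ChIP-seq data were not analysed here.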

Consistently, *Pgc-1α*, a *Pparγ* coactivator, also showed reduced ChIP signals and transcription in *Txnip*^*−/−*^ BAT under TN conditions (Fig. S6*D*). However, H3K27ac signals in the *Ucp1* loci, the transcription target of Pparγ and Pgc-1α, did not decrease but instead increased in an enhancer region of −2.4 kbp from the transcription start site in BAT of *Txnip*^*−/−*^ mice (Fig. S6*E*). Nevertheless, *Ucp1* transcription notably declined, indicating the importance of the paucity of *trans-*acting factors, such as Pparγ/α, Pgc-1α, and PR/SET domain 16 (Prdm16) (29, 30, 31), in suppressing *Ucp1* due to Txnip loss. Accordingly, we detected a significant decrease in the protein expression of PPARγ, PGC-1α, and UCP1 in BAT of *Txnip*^*−/−*^ mice under TN conditions (Fig. 4*G*). 

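At TN, *Ppargc1a* had 14.5, 9.30 and 12.8 TPM in the 3 WT libraries and 6.22, 5.87 and 9.04 TPM in the 3 *Txnip*-/- libraries. The lowest WT library was above the highest *Txnip*-/- library by less than the SD within either group. At RT, where the WT mean was 23.8 ± 10.2 TPM (SD, n = 3) and the *Txnip*-/- mean 32.4 ± 14.9 TPM (SD, n = 3), the standard error of the log2 fold change was 0.41 (limma adjusted p with the replicate block 0.525).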

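*Ucp1* transcripts at TN were 1136, 621 and 686 TPM in the 3 WT libraries and 255, 154 and 339 TPM in the 3 *Txnip*-/- libraries. *Ppara* (NM_001113418; chromosome 15, 85735564 to 85806851) had 143 ± 13.7 TPM (SD, n = 3) in TN WT and 72.3 ± 35.7 TPM in TN *Txnip*-/- mice, a log2 fold change of −1.09 (standard error 0.31, limma adjusted p = 0.0656). Over the alternatives, the limma adjusted p of *Ppara* at TN ranged from 0.0116 to 0.159, with 0.0333 when all 12 libraries shared 1 fit. *Prdm16* (NM_001291029; chromosome 4, 154316125 to 154636873), whose exons overlap *B230104I21Rik* on the opposite strand, had 8.02 ± 1.75 TPM in TN WT and 5.91 ± 0.64 TPM in TN *Txnip*-/- mice, a log2 fold change of −0.37 (standard error 0.15, limma adjusted p = 0.169). In the authors' deposited comparison at TN, which uses other transcripts of both genes, *Prdm16* passed (DESeq2 adjusted p = 0.0261) and *Ppara* did not (0.0876). At RT neither gene passed the threshold, with a limma adjusted p of 0.585 for *Ppara* and 0.732 for *Prdm16* (0.385 and 0.501 with the replicate block).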

Additionally, expression of UCP1 and PGC-1α remained suppressed in BAT of *Txnip*^−/−^ mice during the acute cold exposure, whereas WAT rather upregulated *Ucp1* with maintaining *Pgc-1α* (Figs. 4*H* and S6, *F*–*I*). These findings support a pivotal role for Txnip in driving the basal expression of thermogenic signature genes in BAT.

### *Txnip*-deficient mice fail to activate BAT oxidative metabolism in response to acute cold stress

To investigate the metabolic mechanism underlying blunted thermogenesis due to Txnip loss, we analyzed the BAT metabolome in *Txnip*^*−/−*^ and WT mice acclimated to TN conditions as well as in those exposed to acute cold (5 °C, 4 h). The principal component analysis showed clear intragroup clustering and notable divergence between *Txnip*^*−/−*^ and WT BAT, particularly under acute cold stress (Fig. 5*A*). Figure 5*B* illustrates that in response to acute cold stress, WT BAT exhibited increased levels of most metabolites related to metabolic pathways and processes other than glycolysis. However, this response was blunted in BAT of *Txnip*^*−/−*^ mice. In contrast, glycolysis-related metabolites decreased in both WT and *Txnip*^*−/−*^ BAT during cold stress (Fig. 5*C*). The concentration of pyruvate and the phosphorylation of pyruvate dehydrogenase E1a remained unchanged despite *Txnip* deficiency (Fig. S7*A*), indicating that glycolytic flux into the TCA cycle persisted in BAT of *Txnip*^*−/−*^ mice. Meanwhile, blood glucose levels declined to approximately 100 mg/dl in *Txnip*^*−/−*^ mice during cold exposure, while remaining steady in WT mice, indicating a potential increase in circulating glucose uptake by *Txnip*^*−/−*^ mice (Fig. S7*B*). Despite maintaining glycolysis, BAT of *Txnip*^*−/−*^ mice exhibited a significant decrease in acetyl-CoA under cold exposure compared to WT, suggesting attenuated mobilization of other nutritional substrates (Fig. 5*D*). While WT BAT increased glycerol 3-phosphate and carnitine levels in response to cold stress, this response was completely abolished in BAT of *Txnip*^*−/−*^ mice (Fig. 5, *E* and *F*). Considering this observation along with the decreased baseline transcription of lipid metabolism genes (Fig. 4*C*), BAT of *Txnip*^*−/−*^ mice likely failed to activate FA oxidation in response to acute cold stress (Fig. 5*G*). 

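The drawing in Fig. 5G names 8 genes of FA activation, transport and oxidation, and their baseline transcripts were tested in BAT without acute cold stress. At TN, 8 of 8 were lower in *Txnip*-/- mice and 4 were called lower, with a median log2 fold change of −0.38 (camera adjusted p = 4.49e-06). The called genes were *Acsl1*, *Cpt1b*, *Acadl* and *Acadsb*, of which *Acsl1* and *Acadl* were chosen after their values were seen. The exons of *Acsl1* overlap *Gm45244* on the opposite strand and those of *Cpt1b* overlap *Gm44502* on the same strand. *Cpt1b* (NM_009948; chromosome 15, 89416405 to 89425862) changed most, with 462 ± 59.6 TPM (SD, n = 3) in WT and 296 ± 59.9 TPM in *Txnip*-/- mice, a log2 fold change of −0.65 (standard error 0.15, limma adjusted p = 0.0355), and *Cpt2* least (−0.18, limma adjusted p = 0.283). At RT, 7 of 8 were lower, 0 were called lower and 4 had an unadjusted p under 0.05, with a median log2 fold change of −0.19 (camera adjusted p = 0.000104, with the replicate block 0.000471). *Acadsb* had the largest decrease at RT (log2 fold change −0.31, limma adjusted p = 0.0689, with the replicate block 0.116). *Acsl5*, which overlaps *Zdhhc6* on the opposite strand, was the only gene that was higher (0.06, limma adjusted p = 0.943, with the replicate block 0.93), and it was lower in some fits that left out 1 library. Adjusted over the list alone, 7 genes at TN and 3 at RT had a limma adjusted p under 0.05, which shows no stability for a list chosen by the paper. With the inter-gene correlation estimated, the camera adjusted p was 0.18 at TN and 0.239 at RT. The number called lower at TN fell from 4 to 0 when all genes with a value above 0 were tested.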

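Of the 14 TCA cycle genes named in Fig. 5K, 14 were lower in *Txnip*-/- mice at TN and 2 were called lower, with a median log2 fold change of −0.28 (camera adjusted p = 9.89e-08), and 11 had an unadjusted p under 0.05. The 2 called genes, *Idh2* (log2 fold change −0.37, limma adjusted p = 0.0391) and *Suclg1* (−0.38, limma adjusted p = 0.049), were chosen after their values were seen. The number called lower at TN varied from 0 to 4 over the alternatives, with 4 when all 12 libraries shared 1 fit. *Idh3a* (NM_029573; chromosome 9, 54586511 to 54604662) had the largest decrease at TN, with 1013 ± 98.8 TPM (SD, n = 3) in WT and 750 ± 98.3 TPM in *Txnip*-/- mice, a log2 fold change of −0.44 (standard error 0.12, limma adjusted p = 0.0565). The smallest at TN was that of *Dlst* (log2 fold change −0.19, limma adjusted p = 0.265). At RT, 13 of 14 genes were lower, 0 were called lower and 11 had an unadjusted p under 0.05, with a median log2 fold change of −0.15 (camera adjusted p = 9.27e-09, with the replicate block 1.79e-06). *Mdh2* had the largest decrease at RT, with 1270 ± 58.8 TPM in WT and 1042 ± 50.4 TPM in *Txnip*-/- mice, a log2 fold change of −0.29 (limma adjusted p = 0.0729, with the replicate block 0.145). Adjustment over the list alone, which left 11 genes at TN and 8 at RT with a limma adjusted p under 0.05, shows no stability, since the paper chose the list. With the inter-gene correlation estimated, the camera adjusted p was 0.233 at TN and 0.239 at RT. The metabolites were not analysed here.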

A decline in acetyl-CoA was followed by a significant reduction in the intermediate substrates of the TCA cycle—succinate, fumarate, and malate—along with attenuated baseline transcription of several enzymes involved in this cycle (Fig. 5, *H*–*K*). Importantly, the elevation of NAD+, NADH, and the NAD+/NADH ratio in response to acute cold stress was abolished in BAT of *Txnip*^*−/−*^ mice (Fig. 5, *L*–*N*), indicating that BAT of *Txnip*^*−/−*^ mice failed to activate oxidative metabolism crucial for thermogenesis during acute cold stress.

**Figure 5:**
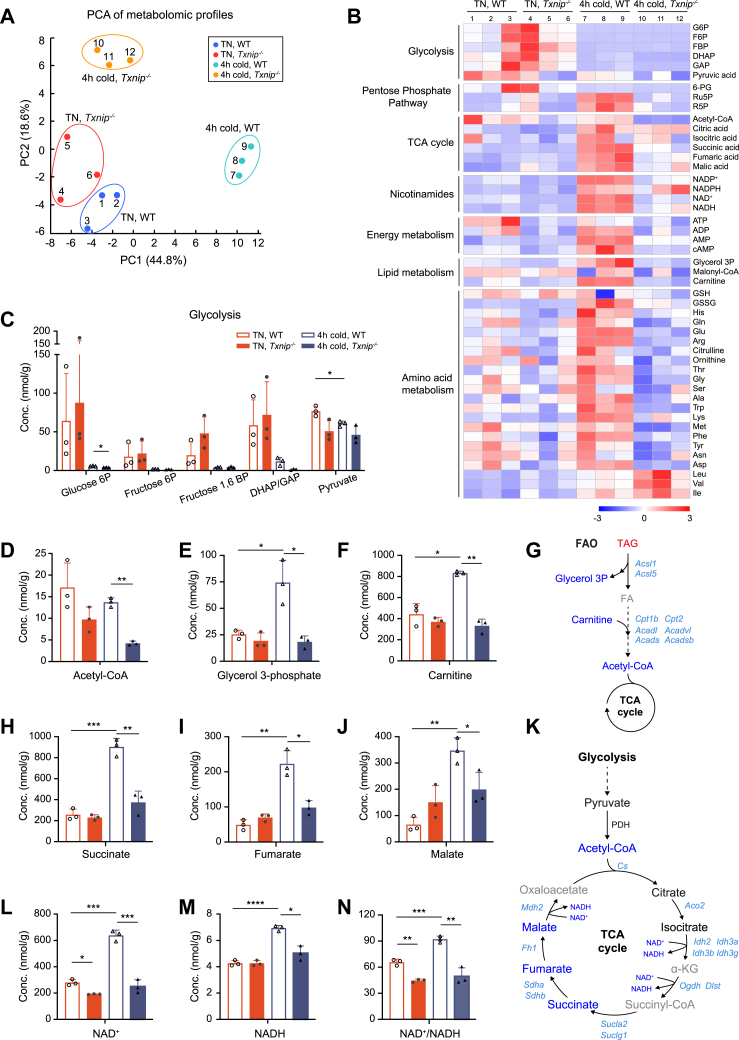
**Metabolomic profile alterations in BAT of *Txnip***^***−/−***^**mice in response to acute cold stress.***A*, principal component analysis (PCA) of the metabolomic data in BAT from WT and *Txnip*^*−/−*^ mice housed in TN conditions for 1 week, followed by 4-h cold exposure at 5 °C (n = 3 per group). *B*, heat map analysis of the selected metabolites in BAT from WT and *Txnip*^*−/−*^ mice housed at TN conditions for 1 week, followed by 4-h cold exposure at 5 °C (n = 3 per group). *C*–*F*, levels of glycolysis intermediates (*C*), acetyl-CoA (*D*), glycerol 3-phosphate (*E*), and carnitine (*F*) in BAT of WT and *Txnip*^*−/−*^ mice housed at TN conditions for 1 week, followed by 4-h cold exposure at 5 °C (n = 3 per group). *G*, changes in fatty acid oxidation (FAO)-related metabolites and genes. *Light blue:* downregulated genes in *Txnip*^*−/−*^*versus* WT BAT at TN conditions; *red:* increased metabolite levels in *Txnip*^*−/−*^*versus* WT BAT after 4-h of cold exposure; *blue:* decreased metabolite levels in *Txnip*^*−/−*^*versus* WT BAT after 4-h of cold exposure; *gray:* undetectable metabolites. *H*–*J*, levels of TCA cycle-related organic acids in BAT of WT and *Txnip*^*−/−*^ mice housed at TN conditions for 1 week, followed by 4-h cold exposure at 5 °C (n = 3 per group). *K*, changes in TCA cycle-related metabolites and genes. *Light blue:* downregulated genes in *Txnip*^*−/−*^*versus* WT BAT at TN conditions; *blue:* decreased metabolite levels in *Txnip*^*−/−*^*versus* WT BAT after 4-h of cold exposure; *black:* unchanged metabolites between WT and *Txnip*^*−/−*^ BAT after 4-h of cold exposure; *gray:* undetectable metabolites. *L–N*, levels of NAD^+^ (*L*), NADH (*M*), and NAD^+^/NADH (*N*) in BAT of WT and *Txnip*^*−/−*^ mice housed at TN conditions for 1 week, followed by 4-h cold exposure at 5 °C (n = 3 per group). Data: mean ± SD. Statistical analysis: unpaired Student's *t* test (*C–F*, *H–J*, and *L–N*). ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, and ∗∗∗∗*p* < 0.0001. See also Fig. S7. BAT, brown adipose tissue; TCA, tricarboxylic acid; TN, thermoneutral; Txnip, thioredoxin-interacting protein.

### *Txnip* deficiency impairs BCAA catabolism in BAT

Amino acids serve as substrates in various metabolic pathways. While most measured amino acids increased in the BAT of WT mice under acute cold stress, this response was blunted in *Txnip*^*−/−*^ mice (Fig. 5*B*). This was further confirmed by assessing total amino acid levels in BAT (Fig. 6*A*). Interestingly, although no significant change was observed between genotypes under TN acclimation, valine, leucine, and isoleucine levels appeared to increase in BAT of *Txnip*^*−/−*^ mice after acute cold exposure (Fig. 5*B*). Their total amounts, measured as BCAAs, increased approximately 2-fold in *Txnip*^*−/−*^ mice relative to WT mice after acute cold exposure (Fig. 6*B*). BCAAs are energetically more efficient than other amino acids and are actively catabolized in BAT for thermogenesis during cold exposure (32). We observed that while glutamate levels, generated at the initial step of the BCAA catabolism, markedly increased in WT BAT in response to acute cold stress without a concurrent increase in GSH levels, this response was completely abolished in BAT of *Txnip*^*−/−*^ mice (Figs. 6*C* and S8*A*). Furthermore, the baseline transcription of enzymes and transporters involved in BCAA catabolism was downregulated in BAT of *Txnip*^*−/−*^ mice, correlating with epigenetic modifications in the *Bcat2* loci (Figs. 6, *D* and *E* and S8*B*). Thus, these findings indicate the impaired BAT activity of *Txnip*^*−/−*^ mice to facilitate BCAA catabolism, especially in response to acute thermogenic requirements (Fig. 6*F*). Moreover, while cold-activated BAT promotes systemic BCAA clearance in both humans and mice (32), *Txnip*^*−/−*^ mice exhibited a progressive increase in circulating BCAA levels during acute cold exposure (Fig. 6, *G* and *H*). This implies a potential attenuation in the clearance of circulating BCAAs associated with their utilization in BAT.

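Fig. 6D names 25 genes of BCAA catabolism, of which 24 were lower in *Txnip*-/- mice at each temperature. At TN 12 were called lower, with a median log2 fold change of −0.37 (camera adjusted p = 8.1e-14). At RT 8 were called lower, with a median log2 fold change of −0.29 (camera adjusted p = 1.65e-18, with the replicate block 3.19e-15), but with the replicate block 2 were called lower. By group, called lower at RT and at TN were 2 and 3 of 5 BCAA degradation genes, 3 and 3 of 6 leucine oxidation genes, 3 and 5 of 9 valine and isoleucine oxidation genes, and 0 and 1 of 5 mitochondrial carriers. Of the 5 carriers, 2 had an unadjusted p under 0.05 at RT, of which 1 was lower and 1, *Slc25a44*, higher. *Oxct1* (NM_024188; chromosome 15, 4026428 to 4155344), whose exons overlap *BC037032* on the opposite strand, had the largest decrease at both temperatures. It had 133 ± 9.25 TPM (SD, n = 3) in RT WT and 71.4 ± 3.87 TPM in RT *Txnip*-/- mice, a log2 fold change of −0.88 (standard error 0.07, limma adjusted p = 0.00848, with the replicate block 0.0124). Its TN values were 157 ± 37.9 and 84.9 ± 6.61 TPM, a log2 fold change of −0.86 (standard error 0.15, limma adjusted p = 0.0151). *Bcat2* at RT had 85.1 ± 9.94 TPM in WT and 58.4 ± 4.01 TPM in *Txnip*-/- mice, a log2 fold change of −0.53 (standard error 0.10, limma adjusted p = 0.0499, with the replicate block 0.0976). *Dbt* at RT had a log2 fold change of −0.49 with a limma adjusted p of 0.0783 (0.107 with the replicate block), which ranged from 0.0323 to 0.24 over the alternatives. The exception was *Slc25a44*, which was higher by 0.20 at RT (limma adjusted p = 0.128, with the replicate block 0.214) and by 0.11 at TN on the log2 scale. The smallest decreases were those of *Slc25a15* at RT (−0.02) and *Slc25a22* at TN (−0.01), whose signs changed in some fits that left out 1 library. Over the list alone, which the paper chose, 18 genes at RT and 23 at TN had a limma adjusted p under 0.05, which shows no stability. With the inter-gene correlation estimated, the camera adjusted p was 0.239 at RT and 0.18 at TN.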

**Figure 6:**
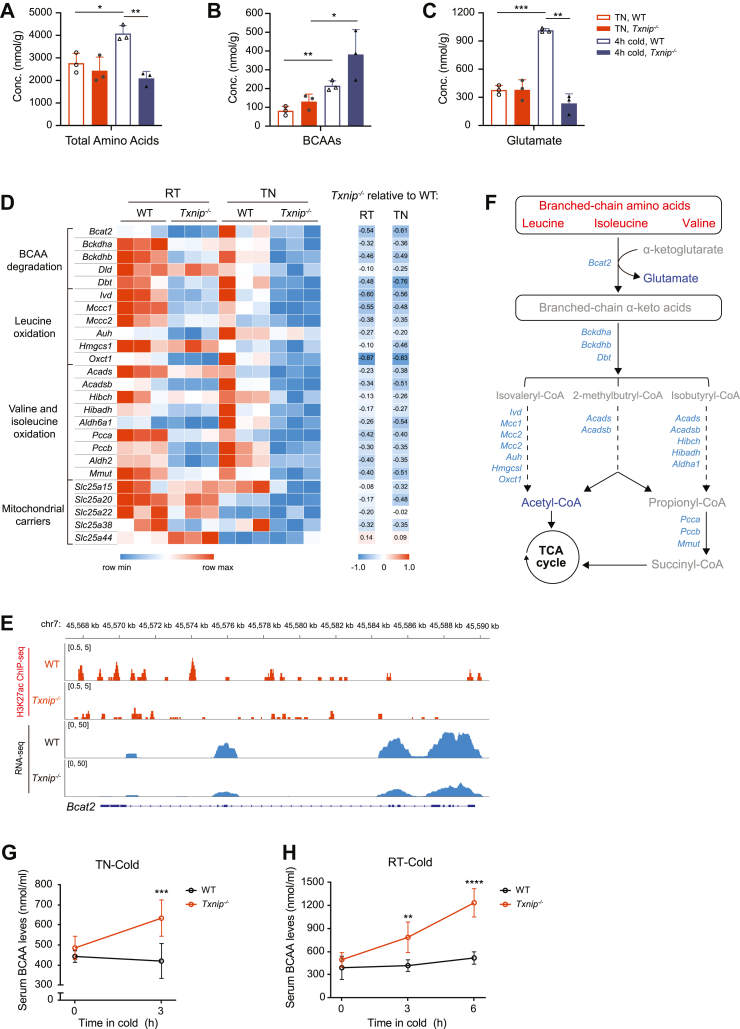
***Txnip* deficiency impairs BAT BCAA catabolism in response to acute cold stress.***A*–*C*, amino acid levels (*A*), total BCAAs (*B*), and glutamate (*C*) in BAT of TN-acclimated WT and *Txnip*^*−/−*^ mice for 1 week, followed by 4-h cold exposure at 5 °C (n = 3 per group). *D*, *left:* heat map of BCAA oxidation genes in BAT from WT and *Txnip*^*−/−*^ mice housed at RT or TN conditions. *Right:* heat map of BCAA oxidation genes in BAT from *Txnip*^*−/−*^ mice relative to WT mice housed at RT or TN. *E*, genome browser tracks displaying *Bcat2* loci with ChIP-seq and RNA-seq data under TN conditions. *F*, changes in BCAA catabolism–related metabolites and genes. *Light blue:* downregulated genes in *Txnip*^*−/−*^*versus* WT BAT at TN conditions; *red:* increased metabolite levels in *Txnip*^*−/−*^*versus* WT BAT after 4-h of cold exposure; *blue:* decreased metabolite levels in *Txnip*^*−/−*^*versus* WT BAT after 4-h of cold exposure; *gray:* undetectable metabolites. *G*, changes in serum BCAA levels in WT and *Txnip*^*−/−*^ mice during acute cold exposure after TN acclimation (n = 5 per group). *H*, changes in serum BCAA levels in WT and *Txnip*^*−/−*^ mice during acute cold exposure after RT acclimation (n = 7, 8). Data: mean ± SD. Statistical analysis: unpaired Student's *t* test (*A–C*), two-way ANOVA with Bonferroni's *post hoc* test (*G* and *H*). ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, and ∗∗∗∗*p* < 0.0001. See also Fig. S8. BAT, brown adipose tissue; BCAA, branched-chain amino acid; ChIP-seq, chromatin immunoprecipitation sequencing; RT, room temperature; TN, thermoneutral; Txnip, thioredoxin-interacting protein.

### A ketogenic diet exacerbates cold intolerance in *Txnip*^*−/−*^ mice without developing hypoglycemia

A ketogenic diet (KG) stimulates metabolic conditions akin to fasting, inducing a metabolic shift in fuel preference from glucose to FAs or ketone bodies. A recent study has shown that a KG corrected mitochondrial function in the BAT of a specific mouse line with *Txnip* deficiency (33). Therefore, we tested the effects of a KG on BAT thermogenesis and cold intolerance in *Txnip*^*−/−*^ mice. Because *Txnip*^−/−^ mice reportedly have susceptibilities to fasting, we used a modified KG in which the carbohydrate proportion was increased to protect the mice (Table S1). Although food intake for the control diet and ketogenic did not differ between WT and *Txnip*^*−/−*^ mice housed at TN conditions, upon acute cold exposure, WT fed a modified KG significantly improved the survival rate during the observation period (Fig. 7, *A*–*C*). In contrast, despite no hypoglycemic development, *Txnip*^*−/−*^ mice fed a modified KG died significantly earlier than those fed control diet (Fig. 7*D*). Consistently with the survival rates, a modified KG slowed a decline in BAT surface temperature during the cold exposure in WT but had the opposite effect in *Txnip*^−/−^ mice (Fig. 7, *E*–*G*). Notably, WT and *Txnip*^−/−^ mice similarly displayed BAT whitening with enlarged unilocular lipid droplets upon TN acclimation with KG feeding (Fig. 7, *H* and *I*). Nevertheless, under the cold stress, the lipid droplets in WT BAT became smaller and morphologically reverted to multilocular, whereas those in BAT of *Txnip*^−/−^ mice showed no distinct changes, indicating its inability to activate utilization of FAs for thermogenesis.

**Figure 7:**
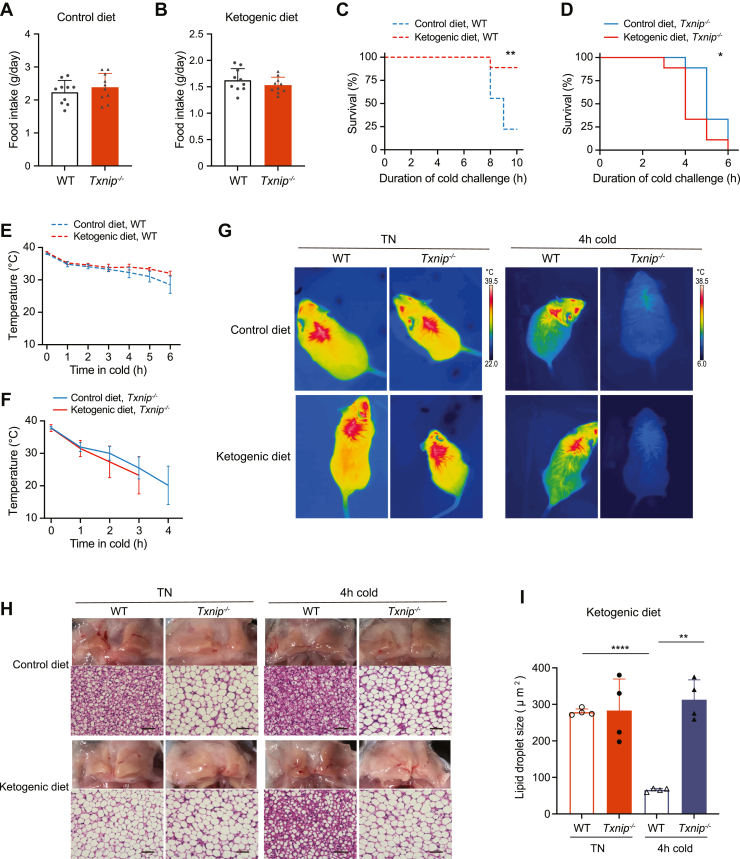
**Ketogenic diet fails to restore cold intolerance in *Txnip***^***−/−***^**mice.***A* and *B*, food intake for control diet (*A*) and ketogenic diet (*B*) in WT and *Txnip*^*−/−*^ mice housed at TN conditions (n = 10 per group). *C* and *D*, survival rates of WT (*C*) and *Txnip*^*−/−*^ (*D*) mice during acute cold exposure after feeding ketogenic and control diets for 1 week under TN conditions (n = 9 per group). *E* and *F*, interscapular BAT surface temperatures of WT (*E*) and *Txnip*^*−/−*^ (*F*) mice during acute cold exposure after feeding ketogenic and control diets for 1 week under TN conditions (n = 4 per group). *G* and *H*, representative infrared images (*G*), macroscopic and H&E staining images (*H*) of WT and *Txnip*^*−/−*^ mice fed a control diet and ketogenic diet for 1 week under TN conditions, followed by 4-h of acute cold exposure. *I*, quantification of lipid droplet size from BAT H&E-stained slides in (*H*) (n = 4 per group). Data: mean ± SD. Statistical analysis: unpaired Student's *t* test (*A*, *B*, and *I*), log-rank (Mantel–Cox) test (*C* and *D*), two-way ANOVA with Bonferroni's *post hoc* test (*E* and *F*). ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, and ∗∗∗∗*p* < 0.0001. BAT, brown adipose tissue; TN, thermoneutral; Txnip, thioredoxin-interacting protein.

## Discussion

The tight regulation of metabolic and thermogenic activities is pivotal for maintaining core body temperature in mammals. Although several studies have delved into the transcriptional networks governing thermogenic genes within brown adipocytes, many aspects of this process remain incompletely understood. This study identified Txnip as a crucial factor in preserving brown adipocyte identity and ensuring preparedness for acute and life-threatening cold stress. *Txnip*-deficient mice exhibited BAT whitening along with decreased transcription of BAT signature and metabolic genes. Upon exposure to acute cold stress, the BAT of *Txnip*^*−/−*^ mice failed to activate oxidative metabolism in BCAA and FAs, rendering them highly susceptible to severe cold stress. Our findings underscore that Txnip plays a role in maintaining BAT identity and is essential for ensuring BAT thermogenic function in response to acute cold stress, providing further insights into inducible thermogenesis under acute cold stress.

The previous studies have indicated that *Txnip*^*−/−*^ mice are intolerant to starvation, inflammation, and endurance exercise (5, 7, 15), suggesting an integral role of Txnip in protection against various physiological stresses. In this context, our study uncovers the impact of reduced Txnip expression on thermogenesis, specifically in response to acute cold stress. This finding not only enhances our understanding of mammalian biology but also indicates that Txnip plays a crucial role in enabling mice to adapt to environmental changes, potentially supporting their nocturnal activity during evolution.

Txnip expression was rapidly declined in BAT by administration with CL316,243, whereas it conversely increased following a 6-h cold exposure. This difference might be attributed to distinct adrenergic stimulation and/or different time course. Adrenergic stimulation mobilizes nutritional substrates for thermogenic metabolism. In this context, reducing Txnip—which is a negative regulator of glucose uptake (5, 16)—is reasonable for brown adipocytes to facilitate glucose utilization in the early response to adrenergic stimulation. Meanwhile, it is likely that the cells upregulate Txnip to maintain redox homeostasis when ROS is excessively generated along activation of oxidative metabolism. However, future studies examining how Txnip expression is regulated under acute cold stress are needed.

It has been shown that loss of Txnip enhanced insulin secretion and insulin-mediated glucose uptake, facilitating glucose disposal (5, 16). Given the general understanding, whereas the effects of *Txnip* deficiency on glucose metabolism and BAT function are seemingly contradictory, the recent study that examined the different line of *Txnip*-deficient mice has suggested a possibility that increased glucose influx affects mitochondrial integrity and electron transport chain efficiency in brown adipocytes (33). The metabolomic profile of *Txnip*^−/−^ BAT indicated enhanced glycolysis, similar to WT BAT, in response to acute cold stress. This supposedly accounts for preservation of the early elevation of O2 consumption rate (VO2) in *Txnip*^−/−^ mice. However, the mice could not maintain potentiation of metabolic respiration, and their VO2 rapidly declined. This failure might be attributed to the severely blunted catabolic responses of FAs and BCAAs in BAT of *Txnip*^−/−^ mice, hindering its ability to maintain thermogenic metabolism. Starvation, endurance exercise, and cold stress, all are the conditions under which mice require Txnip for a metabolic shift from glucose to other nutrients. Hence, our observations provide further insights into coordinating fuel selection for adaption to various physiological stresses.

*Txnip*^−/−^ mice were severely susceptible to acute cold exposure, whereas they were capable of increasing thermogenesis as housing temperatures decreased. This suggests that physiological thermogenic mediators are not critically impaired in *Txnip*^−/−^ mice. In addition, RER recorded in *Txnip*^−/−^ mice significantly decreased during the light phase relative to that recorded in WT, indicating an increase in systemic FA oxidation. Given that thermogenic metabolism in BAT would be blunted by lacking Txnip, other thermogenic organs, such as WAT, where FAs are preferentially utilized, might retain or even potentiate the basal thermogenesis. With a relevance of this observation, WAT showed increased *Ucp1* expression during the acute cold exposure, while this response was totally eliminated in BAT of *Txnip*^−/−^ mice. Collectively, our observations indicate that Txnip plays a pivotal role in enabling BAT to adaptively activate its thermogenic program when suddenly exposed to life-threatening cold conditions. Although the precise function of Txnip in brown adipocytes remains unclear, a recent report has demonstrated that oxidative function in isolated mitochondria from BAT of a distinct line of *Txnip*-deficient mice was impaired (33). This experimental evidence may, at least partly, explain our observations on BAT. However, to further understand a cell-autonomous role of Txnip in BAT, future studies exploring the effects of brown adipocyte–specific deletion of Txnip will be needed.

*Txnip* deficiency leads to the downregulation of basal transcription in BAT signature and metabolic genes. We observed a correlation between the downregulation of key regulators, such as *Pparγ* and *Pgc-1α*, critical for BAT thermogenic transcription network and reduced H3K27ac levels on these genes. However, the underlying mechanisms regulated by Txnip remain unclear. A recent report described the nuclear distribution of Txnip in mouse brown adipocytes (34), suggesting a potential nuclear role for Txnip. In addition, the observed upregulation of Txnip in BAT following acute cold exposure raises questions about its increased nuclear expression or facilitated nuclear translocation under cold stress. Consequently, future studies should explore the nuclear function of Txnip in regulating BAT thermogenic gene transcription and its nuclear expression under cold stress.

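Expression at TN and at RT was compared within each genotype over all 12 libraries, 3 in each group. In *Txnip*-/- mice *Ucp1* was lower at TN than at RT by a log2 fold change of −3.64 (standard error 0.28, limma adjusted p = 8.42e-06), and in WT mice by −2.34 (standard error 0.28, limma adjusted p = 0.000148). *Ppargc1a* at TN against RT had a log2 fold change of −1.95 in *Txnip*-/- mice (standard error 0.36, limma adjusted p = 0.000909) and of −0.86 in WT mice (standard error 0.36, limma adjusted p = 0.0636). In WT mice the gene passed with upper-quartile normalization (−0.95, limma adjusted p = 0.0476). The difference between the genotypes in this effect was −1.09 on the log2 scale (limma adjusted p of the interaction 0.401). *Pparg* at TN against RT had a log2 fold change of 0.12 in *Txnip*-/- mice (standard error 0.16, limma adjusted p = 0.551) and of 0.56 in WT mice (standard error 0.16, limma adjusted p = 0.0152), a difference of −0.44 (limma adjusted p of the interaction 0.463). The median log2 fold change of all 12486 genes at TN against RT was 0.15 in *Txnip*-/- and 0.18 in WT mice. When each library was centred on its median, an alternative chosen after seeing the data, *Pparg* changed by −0.03 in *Txnip*-/- mice and by 0.39 in WT mice (limma adjusted p = 0.0925). The log2 fold change of *Txnip*-/- over WT at TN was −1.72 for *Ucp1*, −0.72 for *Ppargc1a* and −0.46 for *Pparg*. That of TN over RT in WT mice was −2.34, −0.86 and 0.56 in the same order. The sizes of these effects were not compared by a test, so that which is larger is left open.

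**Figure D3:**
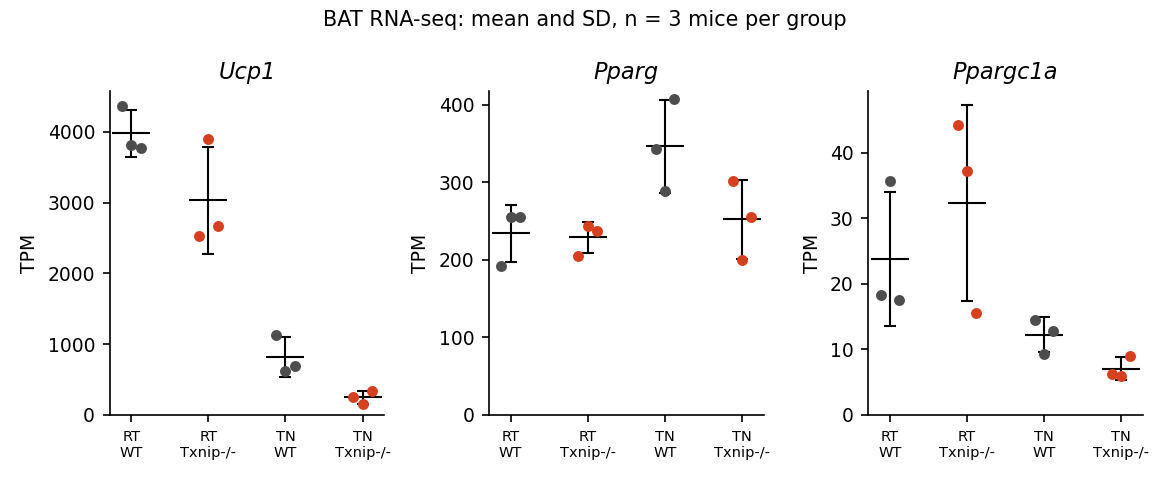
Expression of *Ucp1*, *Pparg* and *Ppargc1a* in TPM (vertical axes, from 0) in each of the 12 libraries, by genotype and temperature; points are mice, and lines and error bars are the mean and SD of 3 mice. *Ucp1* and *Ppargc1a* means are lower at TN than at RT in both genotypes, and *Pparg* means are not.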

Intriguingly, in the BAT of *Txnip*^*−/−*^ mice, the transcription of *Ucp1*, *Pparγ*, and *Pgc-1α* was notably lower at TN conditions than at RT, indicating that the loss of Txnip has a more pronounced effect on the basal expression of these genes than the absence of sympathetic stimulation. This lowered transcription was also observed in several other genes critical for oxidative phosphorylation and FA and BCAA metabolism. Thus, Txnip plays a critical role in maintaining the basal expression of *Ucp1* and other genes regulating oxidative and fuel metabolism in BAT. 

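In *Txnip*-/- mice, 4891 of 12486 genes passed the thresholds at TN against RT, 3858 higher and 1033 lower. In WT mice, 4717 genes passed, 3919 higher and 798 lower. With each library centred on its median, chosen after seeing the data, 2553 genes were higher and 2068 lower in *Txnip*-/- mice, and 2009 higher and 1760 lower in WT mice. Of the 38 genes of Fig. 4C, 37 were lower at TN in *Txnip*-/- mice, of which 22 were called lower, and 35 were lower in WT mice, of which 13 were called lower. The mean of the list changed by −0.71 in *Txnip*-/- and by −0.43 in WT mice on the log2 scale. For the 8 FA oxidation genes of Fig. 5G, 7 were called lower in *Txnip*-/- and 6 in WT mice, with median log2 fold changes of −0.59 and −0.35. Of the 25 BCAA genes of Fig. 6D, 20 were lower and 9 called lower in *Txnip*-/- mice, and 15 were lower and 7 called lower in WT mice. The corresponding counts for the 14 TCA cycle genes of Fig. 5K were 13 and 7 in *Txnip*-/- and 12 and 3 in WT mice. Median centring gave 33 called lower in *Txnip*-/- and 23 in WT mice for Fig. 4C, and 15 and 13 for Fig. 6D. With the mean genotype effect taken off, a form chosen after seeing the data, the exact permutation test of the difference between the genotypes in the mean of the list gave a two-sided p of 0.01 (Fig. 4C), of 0.05 (Fig. 5G), of 0.09 (Fig. 5K) and of 0.265 (Fig. 6D), where the smallest possible p was 0.005. With the genotype effect left in, the values were 0.23, 0.315, 0.415 and 0.66 in the same order. From the lower transcription at TN than at RT in *Txnip*-/- BAT, the paper reasons that the loss of Txnip affects basal expression more than the absence of sympathetic stimulation does, and concludes that Txnip maintains the basal expression of *Ucp1* and of other genes of oxidative and fuel metabolism.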

Our findings underscore the physiological role of Txnip in preserving thermogenesis in response to acute exposure to life-threatening cold temperatures. Txnip plays a unique role in priming brown adipocytes to promptly support thermogenic respiration and immediate heat production. Thus, unlike chronic cold stress-induced thermogenic mechanisms that require time to evolve, Txnip establishes a basal thermogenic tone, enabling BAT to rapidly respond to acute, life-threatening cold exposures.

In conclusion, our study reveals a novel physiological role of Txnip in BAT adaptive thermogenesis in response to acute cold stress. With the involvement of Txnip in various metabolic organs, it emerges as a critical regulator of energy metabolism, adapting to environmental stresses, such as starvation and cold exposure. Therefore, our findings contribute to understanding the physiological basis of responding to acute cold stress and shed light on mammalian biology.

## Experimental procedures

### Animals

Animal experiments adhered to the ethical regulations and protocols approved by the Institutional Animal Care and Use Committee of Yamaguchi University School of Medicine. Mice were housed in a specific-pathogen–free and climate-controlled facility at 23 °C under a 12-h light/dark cycle with standard chow (Oriental yeast) and water ad libitum. For KG studies, mice were fed either a modified KG or a control diet from 10 weeks of age for 1 week. The diet compositions used in this study are presented in Table S1. For thermoneutrality studies, mice were acclimated to 30 °C for 1 week in a climate-controlled animal chamber (Shin Factory, HC-10). *Txnip*^*−/−*^ mice were generated as previously described (35) and maintained on a C57B/6J background, while *Txnip*^*+/−*^ mice were obtained by crossing C57B/6J with *Txnip*^*−/−*^ mice. All experiments were performed on male age-matched mice (9–12 weeks old), unless stated otherwise. Mice of identical genotypes were randomly allocated to different treatment groups without blinding.

### Cold tolerance test

For acute cold exposure, mice were acclimated to 30 °C or 23 °C for 1 week before being exposed to cold (5 °C) and then individually housed in prechilled cages with bedding and free access to water but no food. The core body temperature of the mice was monitored hourly for prehousing at 30 °C or every 2 h for prehousing at 23 °C using a rectal probe (A&D Company). For chronic cold exposure, mice were acclimated to 16 °C for 1 week and then transferred to cold (5 °C). A core body temperature of ≤10 °C was considered an event for survival analysis.

### Infrared thermography

Infrared images of the mice were captured using a handheld thermal camera (FLIR E53). To expose the BAT surface area, a small amount of Vaseline was applied between the shoulder blades of the mice to brush up the neck fur before capturing the images. The BAT surface temperature was determined using FLIR Tools version 6 (freely available at https://flir.custhelp.com).

### Whole-animal O_2_ consumption rate and indirect calorimetry

Whole-animal O_2_ consumption rate (VO_2_) and CO2 production rate (VCO_2_) were measured, and indirect calorimetry was performed using an Oxymax apparatus (Columbus Instruments) equipped with a temperature-controlled animal chamber. Ten-week-old mice were initially monitored and maintained at 23 °C for 3 days, followed by 30 °C for 7 days before exposure to a cold challenge at 5 °C. For assessment under chronic cold conditions, mice were monitored and maintained at 23 °C for 3 days and then exposed to 16 °C for 7 days before the cold challenge at 5 °C. For the NE challenge, mice acclimated to 30 °C for 1 week were intraperitoneally injected with NE (Sigma-Aldrich) at 1 mg/kg body weight and immediately returned to their cages, continuously monitoring VO_2_ until the rates declined. The VO_2_ measurements were performed every 18 min for each mouse throughout the experiment, with the VO_2_ data normalized to body weight. The presented data include measurements from the final day of each condition and the first day of the condition transition. The theoretical value of heat production, denoted as Heat, was calculated using the formula (3.815 + 1.232 × RER) × VO_2_.

### Transmission electron microscopy

For transmission electron microscopy sample collection, cardiac perfusion was performed under anesthesia with a fixative buffer (2% glutaraldehyde, 2% paraformaldehyde in 0.1 M phosphate buffer). Interscapular BAT was dissected, cut into 1 mm pieces, and fixed in the fixative buffer (2% glutaraldehyde, 2% paraformaldehyde in 0.1 M phosphate buffer) overnight at 4 °C. Samples were rinsed in 0.1 M phosphate buffer and postfixed in 2% osmium tetroxide for 3 h at 4 °C. Then, the samples were dehydrated with a series of graded ethanol and embedded in epoxy resin. Ultrathin sections were obtained by ultramicrotome with diamond knives, stained with 2% uranyl acetate and lead citrate, and imaged with a JEOL 1400 Flash electron microscope. For image analysis, mitochondria were manually traced and quantified in the NIH ImageJ software (https://imagej.net/ij/index.html).

### Histological analysis

BAT and iWAT samples were fixed in 4% paraformaldehyde at 4 °C overnight, followed by embedding in paraffin and slicing into 3 μm sections. These sections were stained with H&E and visualized and photographed using a Keyence BZ-X710 microscope with the BZ-X Viewer software (Keyence) (https://www.keyence.com/landing/microscope/lp_fluorescence.jsp). Lipid droplet sizes within brown adipocytes were quantified using the NIH ImageJ software.

### Quantification of BAT triglyceride content

Triglycerides were extracted from BAT using a modified Folch's method (36). Briefly, BAT homogenization in cold saline was followed by extraction in 2:1 chloroform-methanol (v/v) solution. The extracted triglycerides were resuspended in 2-propanol and quantified using the LabAssay Triglyceride Kit (FUJIFILM Wako Pure Chemical Corporation), normalized to the protein content determined using a bicinchoninic acid protein assay kit (Thermo Fischer Scientific).

### Western blot analysis

Tissues were homogenized in radioimmunoprecipitation assay buffer supplemented with protease and phosphatase inhibitor cocktails (Sigma-Aldrich) using the gentleMACs Dissociator System (Miltenyi Biotec), followed by centrifugation at 17,000*g* for 15 min at 4 °C. The protein concentration was determined using a bicinchoninic acid protein assay kit (Thermo Fischer Scientific). The protein extracts were diluted in SDS sample buffer, denatured by heating (95 °C, 3 min), resolved on 4 to 20% gradient polyacrylamide gels (Cosmo Bio), and transferred onto nitrocellulose membranes (GE Healthcare). Membranes were blocked using Blocking One (Nacalai Tesque), followed by overnight incubation with specific primary antibodies at 4 °C. The primary antibodies used are listed in Table S2. Specific proteins were visualized on a film using horseradish peroxidase–conjugated anti-mouse IgG or anti-rabbit IgG secondary antibodies (Jackson ImmunoResearch), along with an enhanced chemiluminescence substrate kit (GE Healthcare). Band intensities were quantified using the NIH ImageJ software, with α-tubulin or HSP90 bands for loading normalization. For the detection of phosphorylated PKA substrate and HSL in BAT, β3 agonist CL316,243 (Sigma-Aldrich) was intraperitoneally injected into mice at 1 mg/kg body weight.

### RNA extraction and gene expression analysis (reverse transcription qPCR)

Total RNA was extracted from BAT and WAT using the TRIzol reagent and Direct-zol RNA Miniprep Plus Kit (Zymo Research) according to the manufacturer's instructions. One microgram of total RNA was used to synthesize complementary DNA (cDNA) using the High-Capacity cDNA Reverse-Transcription Kit (Applied Biosystems). Subsequently, cDNA levels were analyzed *via* quantitative polymerase chain reaction (qPCR) using the Power SYBR Green Master Mix in an ABI Step-One-Plus Real-Time PCR System (Applied Biosystems). Gene expression levels were quantified using the standard curve method (ΔΔCт) and normalized to mouse cyclophilin A expression. All primer sequences are listed in Table S3.

### Quantification of mtDNA copy number

mtDNA and nuclear DNA were purified from the BAT of 12-week-old mice using the QIAamp DNA Mini Kit (Qiagen), following the manufacturer's protocols. The DNA concentration and purity were measured using a NanoDrop spectrophotometer (Thermo Fischer Scientific). The DNA samples, diluted to 10 ng/μl with UltraPure water (Invitrogen), were analyzed by qPCR using a standard curve method to quantify the mtDNA abundance normalized to nuclear genomic DNA abundance. Specifically, mtDNA was quantified using primers targeting the NADH-ubiquinone oxidoreductase chain 1 gene (*mtND1*), while nuclear DNA was quantified using primers targeting the hexokinase 2 gene (*HK2*). The primer sequences for *mtND1* and *HK2* are listed in Table S3.

### BAT NE turnover

BAT NE turnover was determined by measuring the decline in tissue NE content after inhibiting catecholamine synthesis and subsequent reaccumulation through treatment with α-methyl-D, L-p-tyrosine (Santa Cruz Biotechnology, Inc) (37). Mice housed at 23 °C were injected with α-methyl-D, L-p-tyrosine (200 mg/kg, i.p.) at 10 AM before being exposed to cold at 5 °C. After 0 and 3 h of cold exposure, the mice were euthanized *via* cervical dislocation. BAT was rapidly removed, weighed, snap-frozen in liquid nitrogen, and stored at −80 °C. The NE content in the dissected BAT was determined using the Noradrenaline Research ELISA Kit (ImmuSmol) following the manufacturer's instructions.

### Determination of serum BCAA and blood glucose levels

Blood samples from tail veins were used to determine blood glucose levels using an automatic blood glucometer (Antsense Duo, Horiba). Serum was obtained by centrifuging the blood samples at 1200*g*, 4 °C for 10 min. The serum BCAA concentration was determined using the BCAA Assay Kit (Abcam) according to the manufacturer's protocol.

### RNA-seq and analysis

Interscapular BAT RNA was isolated from 10-week-old WT and *Txnip*^*−/−*^ mice acclimated to either 30 °C or 23 °C for 1 week, with triplicates for each group. RNA purity and integrity were confirmed using a bioanalyzer (Agilent Technologies). RNA-seq libraries were generated from 500 ng of total RNA using poly-A selection, and the NEBNext RNA Library Prep Kit (NEB), according to a standard Illumina protocol. The libraries were quantified using both an Agilent bioanalyzer and qPCR-based quantification (NEB). Sequencing was conducted with single-end 75-bp read length on an Illumina NextSeq 550 instrument, ensuring a depth of at least 20 million reads. The reads were aligned to the University of California Santa Cruz mm10 reference genome using STAR version 2.7.5a (38). Measuring gene expression involved using the “-count exons” command in Homer (39). Subsequent differential gene expression analysis was performed using DESeq2 version 1.8.2 (DESeq2 package; https://www.bioconductor.org/packages/release/bioc/html/DESeq2.html) (40). Genes exhibiting a fold change >1.25 or <0.8 and an adjusted *p* value < 0.05 were selected as the differentially expressed genes and visualized in a volcano plot. Gene Ontology analysis was performed using Metascape 3.5, and a heat map was constructed to visualize downregulated genes. Genome browser images were captured *via* IGV 2.16.0v, generating a representative track for each condition from the replicate tag data format files.

### ChIP-seq and analysis

BAT pads were minced in ice-cold PBS and dissociated into single-cell suspensions using the Adipose Tissue Dissociation Kit (Miltenyi Biotec). The resulting cell pellets were fixed first in disuccinimidyl glutarate for 30 min and then in 1% formaldehyde for 10 min at RT. Subsequently, cross-linking in cell pellets was quenched by adding 125 mM glycine for 5 min at RT, followed by washing twice with ice-cold 1 × PBS. The resulting cross-linked cell pellets were resuspended in ice-cold shearing buffer (50 mM Tris pH 8.0, 10 mM EDTA pH 8.0, 1% SDS, and protease inhibitor) and sonicated using a Biorupter (UCD300, Cosmo Bio) for six cycles of 30 s on and 30 s off. The sonicated chromatin lysates were diluted tenfold with dilution buffer (16.7 mM Tris pH 8.0, 1 mM EDTA pH 8.0, 167 mM NaCl, 1.1% Triton X-100, 0.01% SDS, and protease inhibitor). A portion was set aside for input DNA, while the remainder was incubated with the antibody against H3K27ac (CST#8173) at 4 °C overnight. The next day, the chromatin was immunoprecipitated with IgG paramagnetic beads (Invitrogen) at 4 °C with rotation for 6 h, and the collected beads were washed six times with cell wash buffer (50 mM Tris pH 7.5, 5 mM EDTA pH 7.5, 150 mM NaCl, and 0.5% NP-40), followed by two washes with cold 10 mM Tris [pH 8.0] and 1 mM EDTA buffer. Chromatin immune complexes were eluted twice in bead elution buffer (0.1 M NaHCO_3_ and 1% SDS) at RT with rotation for 15 min and then decrosslinked overnight in 0.2 M NaCl at 65 °C. The associated proteins were digested with proteinase K at 45 °C for 2 h, and the final DNA was purified using the MinElute PCR Purification Kit (Qiagen). ChIP-seq libraries were prepared using the NEBNext Ultra II DNA Library Prep Kit (NEB) and evaluated for their quality and quantity using a combination of Agilent bioanalyzer and DNA High Sensitivity chips (Agilent Technologies). Two biological ChIP replicates were pooled for sequencing on an Illumina NextSeq 550 system, employing a single-end 75-bp read length. The sequencing reads were aligned to the University of California Santa Cruz mm10 reference genome using Bowtie2 version 2.2.6 (https://bowtie-bio.sourceforge.net/bowtie2/index.shtml) (41). ChIP-seq peak calling and annotation were performed using the Homer (39) program. A motif enrichment analysis was conducted using the “findMotifsGenome” command in Homer within a 200-bp window with default options.

### Metabolomic analysis

The BAT pads were homogenized in acetonitrile/Milli-Q water containing internal standards (H3304-1002, Human Metabolome Technologies, Inc) using zirconia beads (5 and 3 mmϕ) and a Micro Smash bead shaker (TOMY SEIKO). After centrifugation at 2300*g*, 4 °C for 5 min, the upper aqueous layer of the homogenate was filtered through a millipore 5-kDa cut-off filter at 9100*g*, 4 °C for 120 min to remove macromolecules. The resulting filtrate was vacuum-dried and reconstituted in 50 μl of Milli-Q water for metabolome analysis.

Metabolome analysis was conducted using capillary electrophoresis time-of-flight (CE-TOF) mass spectrometry for cation analysis and CE-tandem mass spectrometry for anion analysis following established protocols (42, 43). Briefly, the CE-TOF-mass spectrometry and CE-tandem mass spectrometry analyses were performed using an Agilent CE system equipped with an Agilent 6210 TOF mass spectrometer (Agilent Technologies) and an Agilent 6460 Triple Quadrupole LC/MS (Agilent Technologies), respectively. Both systems were controlled by the Agilent G2201AA ChemStation software version B.03.01 for CE (Agilent Technologies; https://www.agilent.com/en/product/software-informatics), connected *via* a fused silica capillary (50 μm i.d. × 80 cm total length) with commercial electrophoresis buffers (H3301-1001 and I3302-1023 for cation and anion analyses, respectively; Human Metabolome Technologies Inc. [HMT]) serving as the electrolyte. The TOF mass spectrometer scanned from *m/z* 50 to 1000 (42), while the triple quadrupole mass spectrometer operated in the dynamic multiple reaction monitoring mode for compound detection. Peaks were extracted using MasterHands, an automatic integration software (Keio University) (44), and MassHunter Quantitative Analysis B.04.00 (Agilent Technologies; https://www.agilent.com/en/product/software-informatics/mass-spectrometry-software) to obtain peak information, including *m/z*, peak area, and migration time. Signal peaks were annotated according to HMT's metabolite database based on their *m/z* values and migration times. Metabolite concentrations were determined *via* normalization to internal standards and evaluated using standard curves with three-point calibrations for each standard compound. A principal component analysis was performed using HMT's proprietary and R programs (45). Detected metabolites were plotted on metabolic pathway maps using the VANTED software (https://cls.uni-konstanz.de/software/vanted/) (46).

### Statistical analyses

Data are presented as mean ± SD. GraphPad Prism 9 (https://www.graphpad.com/) was used for graphing and statistical analyses. We used unpaired two-tailed Student's *t* test for two-group comparisons and one-way or two-way ANOVA for multiple-group comparisons, followed by Bonferroni's *post hoc* test. Survival analysis was performed using the log-rank (Mantel–Cox) test. Further details of all statistical analyses are provided in the figure legends, and statistical significance was determined at *p* < 0.05.

## Data availability

All data required to evaluate the conclusions in the paper are presented in the paper and/or Supporting Information. RNA-seq and ChIP-seq data were deposited in the NCBI Gene Expression Omnibus under the accession number GSE251657. Requests for all data and materials should be submitted at .

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: Txnip deficiency causes a susceptibility to acute cold stress with brown fat dysfunction in mice
**Source:** J Biol Chem. 2025 Feb 11;301(3):108293. doi: 10.1016/j.jbc.2025.108293
**Supplement:** Supporting information

# ***Txnip* deficiency causes a susceptibility to acute cold stress with brown fat dysfunction in mice**

Meng Zou, Katsuya Tanabe, Kikuko Amo-Shiinoki, Daisuke Kohno, Syota Kagawa, Hideki Shirasawa, Kenji Ikeda, Akihiko Taguchi, Yasuharu Ohta, Shigeru Okuya, Tetsuya Yamada, Tadahiro Kitamura, Hiroshi Masutani and Yukio Tanizawa

**This PDF file includes:**

Figures S1 to S8

Tables S1 to S3

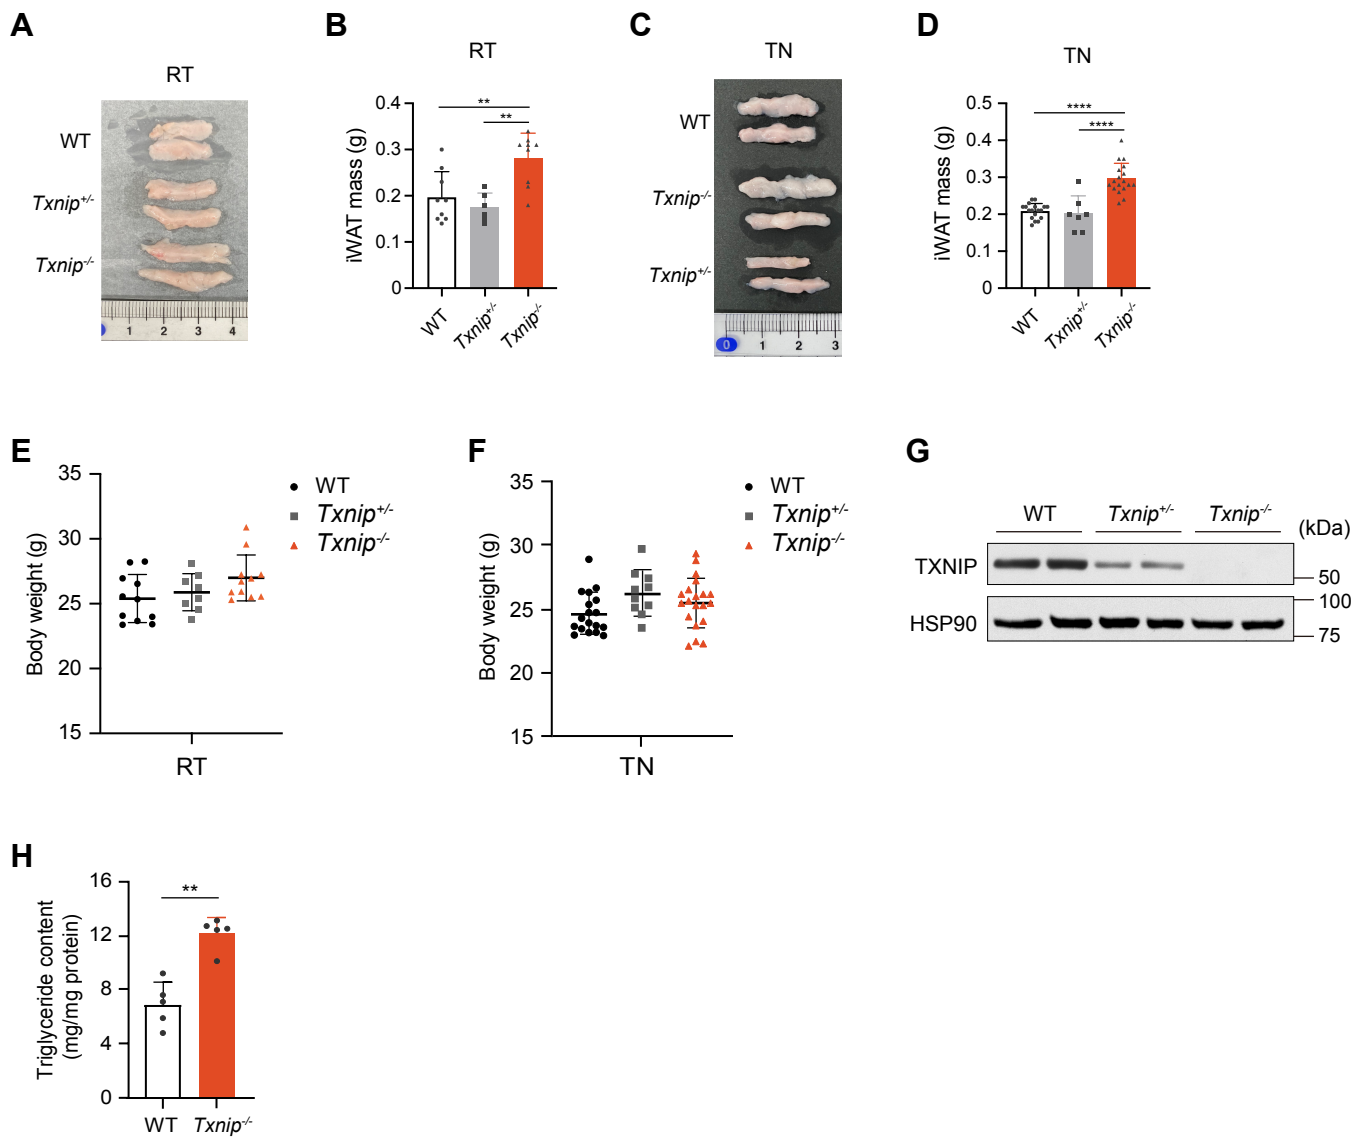

**Figure S1.** *Txnip*-deficient mice display increased inguinal WAT (iWAT) mass but no significant change in body weight on chow diet

**A**) Representative image of iWAT from 10-week-old wild-type (WT), *Txnip*-haploinsufficient (*Txnip*<sup>+/-</sup>), and *Txnip*-deficient (*Txnip*<sup>-/-</sup>) mice housed at room temperature (RT, 23°C); **B**) iWAT mass of 10-week-old WT, *Txnip*<sup>+/-</sup>, and *Txnip*<sup>-/-</sup> mice housed at RT on a chow diet (n=9,6,9); **C**) Representative image of iWAT from 10-week-old WT, *Txnip*<sup>+/-</sup>, and *Txnip*<sup>-/-</sup> mice acclimated to thermoneutral (TN, 30°C) conditions for 1 week; **D**) iWAT mass of 10-week-old WT, *Txnip*<sup>+/-</sup>, and *Txnip*<sup>-/-</sup> mice acclimated to TN conditions on a chow diet (n=18,7,18); **E**) Body weight of 10-week-old WT, *Txnip*<sup>+/-</sup>, and *Txnip*<sup>-/-</sup> mice housed at RT (n=11,8,11); **F**) Body weight of 10-week-old WT, *Txnip*<sup>+/-</sup>, and *Txnip*<sup>-/-</sup> mice housed at TN for 1 week (n=18,10,20); **G**) Western blot of TXNIP in BAT from WT, *Txnip*<sup>+/-</sup> and *Txnip*<sup>-/-</sup> mice housed at RT. HSP90 was used as the loading control (n=2 per group); **H**) Quantification of triglyceride content in the BAT of WT and *Txnip*<sup>-/-</sup> mice acclimated to TN conditions for 1 week (n=5 per group). Data: Mean ± SD. Statistical analysis: one-way ANOVA with Bonferroni's *post hoc* test (**B**, **D**, **E**, **F**), unpaired Student's *t* test (**H**). \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, and \*\*\*\*p < 0.0001.

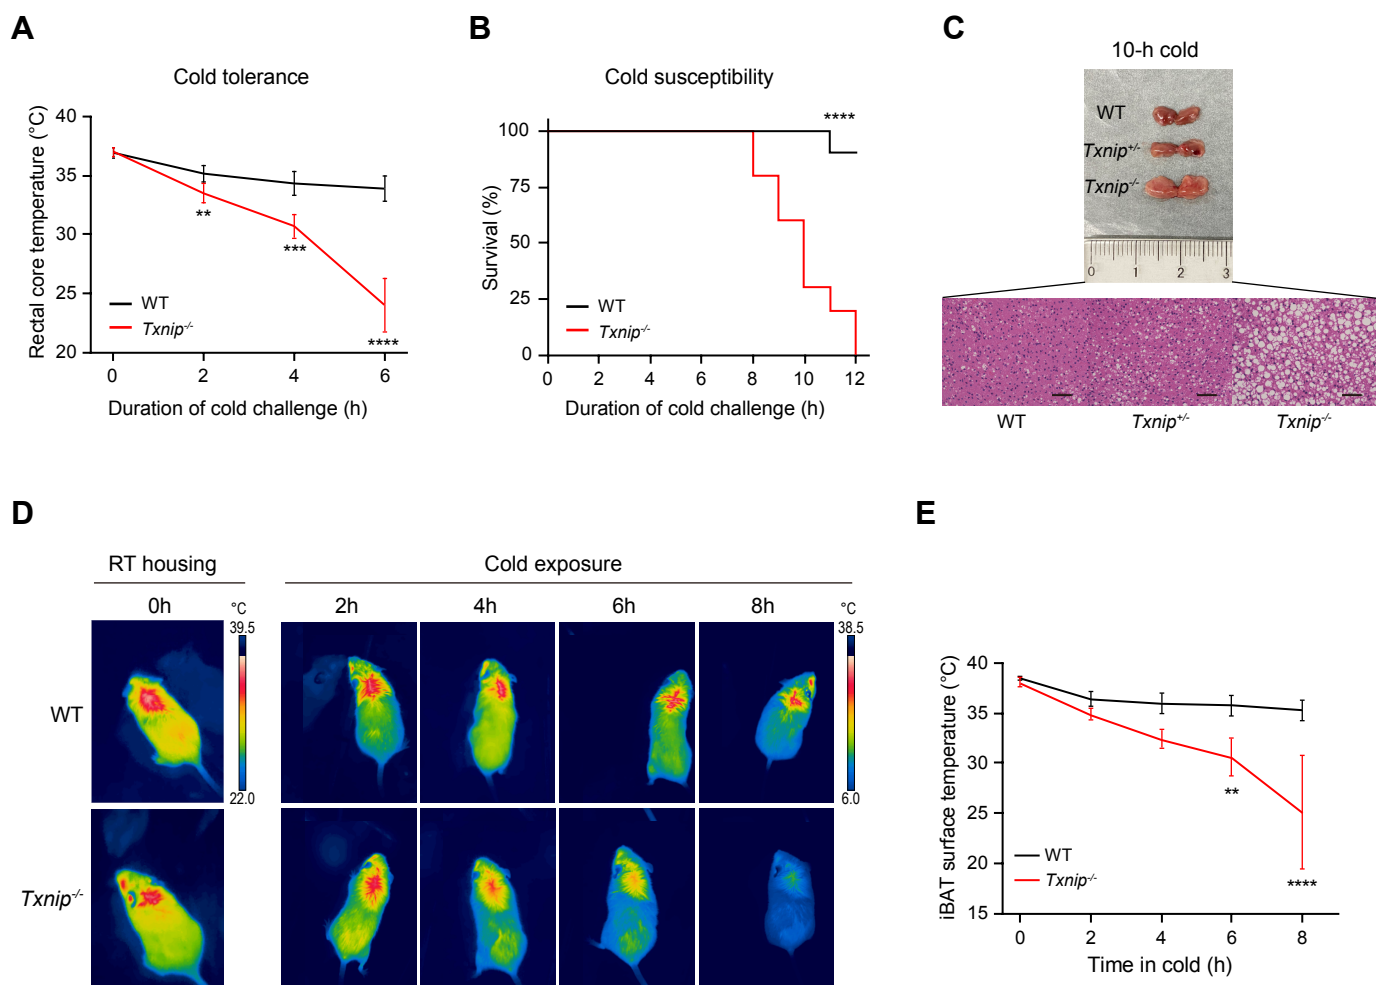

**Figure S2.** *Txnip*-deficient mice housed at RT show severe intolerance to acute cold exposure

**A)** Rectal core body temperature of WT and *Txnip*<sup>-/-</sup> mice exposed to acute cold at 5°C after pre-housing at RT (n=7 per group); **B)** Survival rate of WT and *Txnip*<sup>-/-</sup> mice exposed to acute cold at 5°C after pre-housing at RT (n=10 per group); **C)** Representative interscapular BAT image and H&E staining from WT, *Txnip*<sup>+/-</sup>, and *Txnip*<sup>-/-</sup> mice exposed to acute cold for 10 h after pre-housing at RT. Scale bar represents 50µm; **D)** Representative infrared images of WT and *Txnip*<sup>-/-</sup> mice pre-housed at RT, followed by acute cold exposure; **E)** Interscapular BAT surface temperatures of WT and *Txnip*<sup>-/-</sup> mice during acute cold exposure after pre-housing at RT (n=4 per group). Data: Mean ± SD. Statistical analysis: two-way ANOVA with Bonferroni's *post hoc* test (**A**, **E**), log-rank (Mantel-Cox) test (**B**). \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, and \*\*\*\*p < 0.0001.

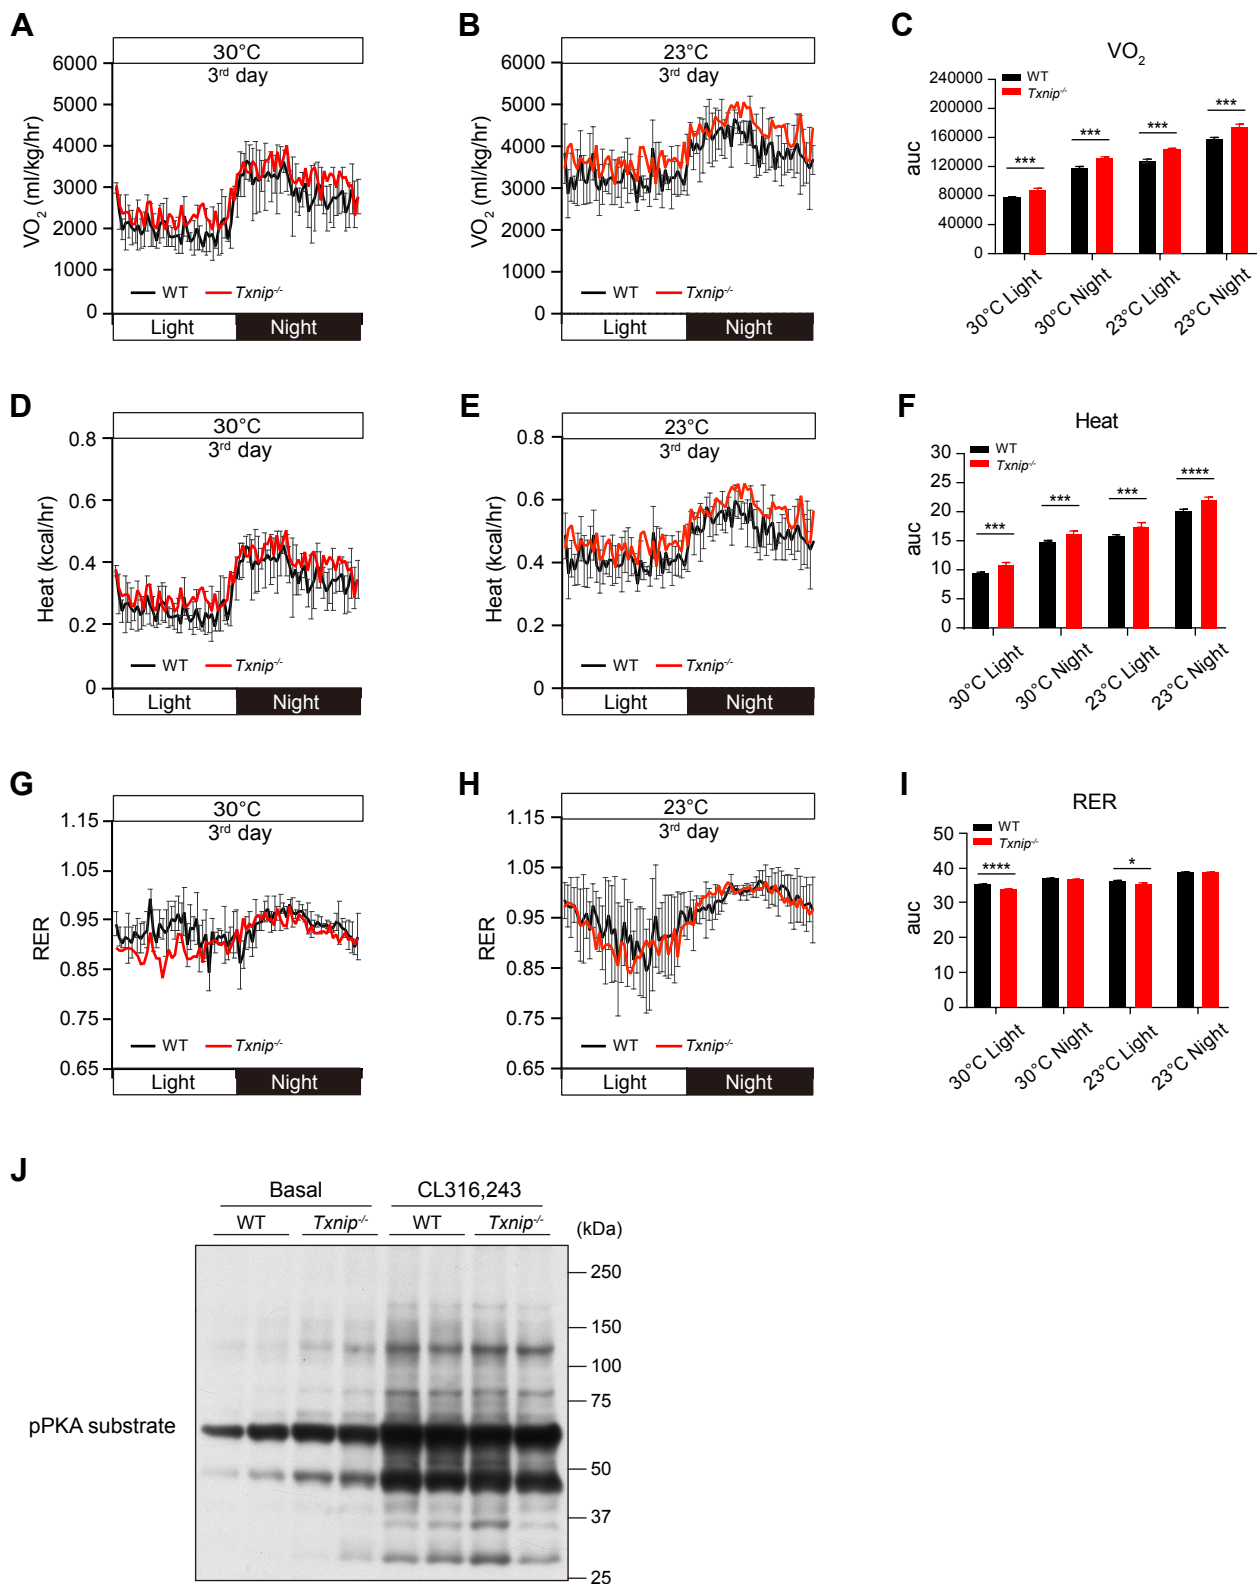

**Figure S3.** Whole-body energy expenditure in WT and *Txnip*<sup>-/-</sup> mice under TN and RT conditions  
**A and B**  $O_2$  consumption rate ( $VO_2$ ) in WT and *Txnip*<sup>-/-</sup> mice on the third day of TN housing (**A**) and RT housing (**B**) (n=4 per group); **C** Total  $VO_2$  in WT and *Txnip*<sup>-/-</sup> mice housed at TN and RT on the third day (n=4 per group); **D and E** Heat production in WT and *Txnip*<sup>-/-</sup> mice on the third day of TN housing (**D**) and RT housing (**E**) (n=4 per group); **F** Total heat production in WT and *Txnip*<sup>-/-</sup> mice housed at TN and RT on the third day (n=4 per group); **G and H** Respiratory exchange ratio (RER) in WT and *Txnip*<sup>-/-</sup> mice on the third day of TN housing (**G**) and RT housing (**H**) (n=4 per group); **I** Total RER in WT and *Txnip*<sup>-/-</sup> mice housed at TN and RT on the third day (n=4 per group); **J** Western blot of phosphorylated PKA (pPKA) substrates in BAT lysates 5 min after injecting  $\beta_3$  agonist CL316,243 into WT and *Txnip*<sup>-/-</sup> mice housed at TN conditions.  
 Data: Mean  $\pm$  SD. Statistical analysis: unpaired Student's *t* test (**A-I**). \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, and \*\*\*\*p < 0.0001.

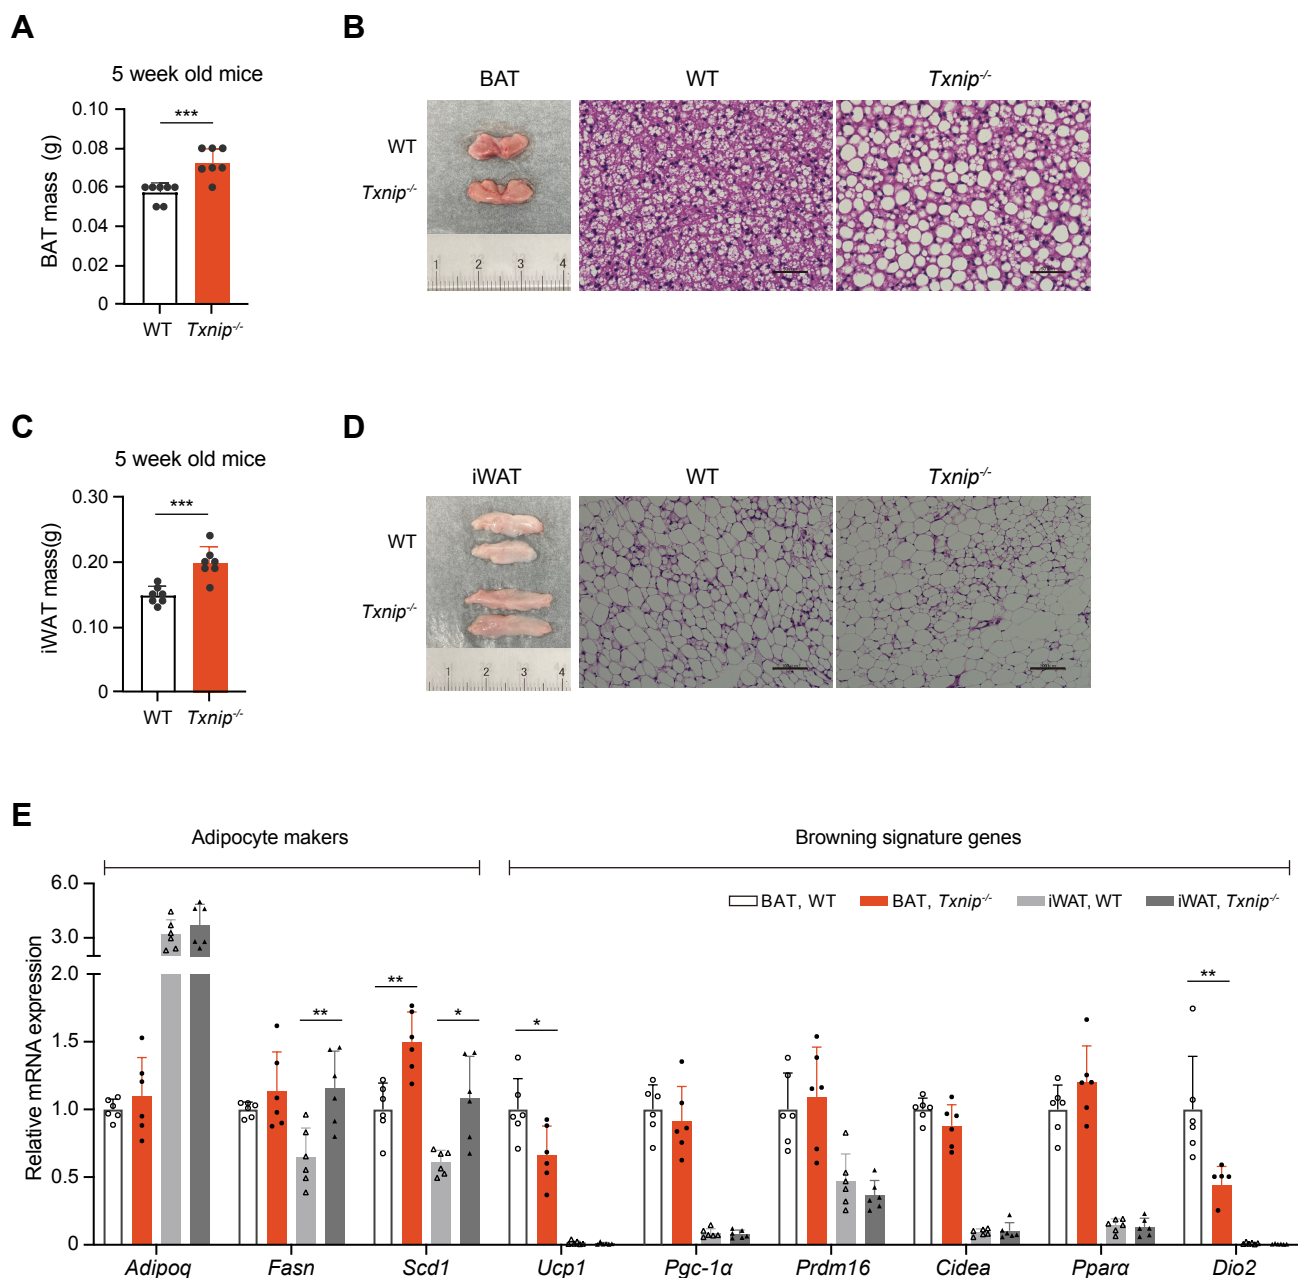

**Figure S4.** Adipose tissue morphology and browning signature gene expression in 5-week-old mice

**A)** Interscapular BAT mass of 5-week-old WT and *Txnip*<sup>-/-</sup> mice (n=7 per group); **B)** Representative macroscopic and H&E staining images of interscapular BAT from 5-week-old WT and *Txnip*<sup>-/-</sup> mice. Scale bar is 50µm; **C)** iWAT mass of 5-week-old WT and *Txnip*<sup>-/-</sup> mice (n=7 per group); **D)** Representative macroscopic and H&E staining images of iWAT from 5-week-old WT and *Txnip*<sup>-/-</sup> mice. Scale bar is 100µm; **E)** qPCR gene expression analysis of adipocyte markers and browning signature genes in interscapular BAT and inguinal WAT from 5-week-old WT and *Txnip*<sup>-/-</sup> mice (n=6 per group).

Data: Mean ± SD. Statistical analysis: unpaired Student's *t* test (**A**, **C**, **E**). \**p* < 0.05, \*\**p* < 0.01, \*\*\**p* < 0.001, and \*\*\*\**p* < 0.0001.

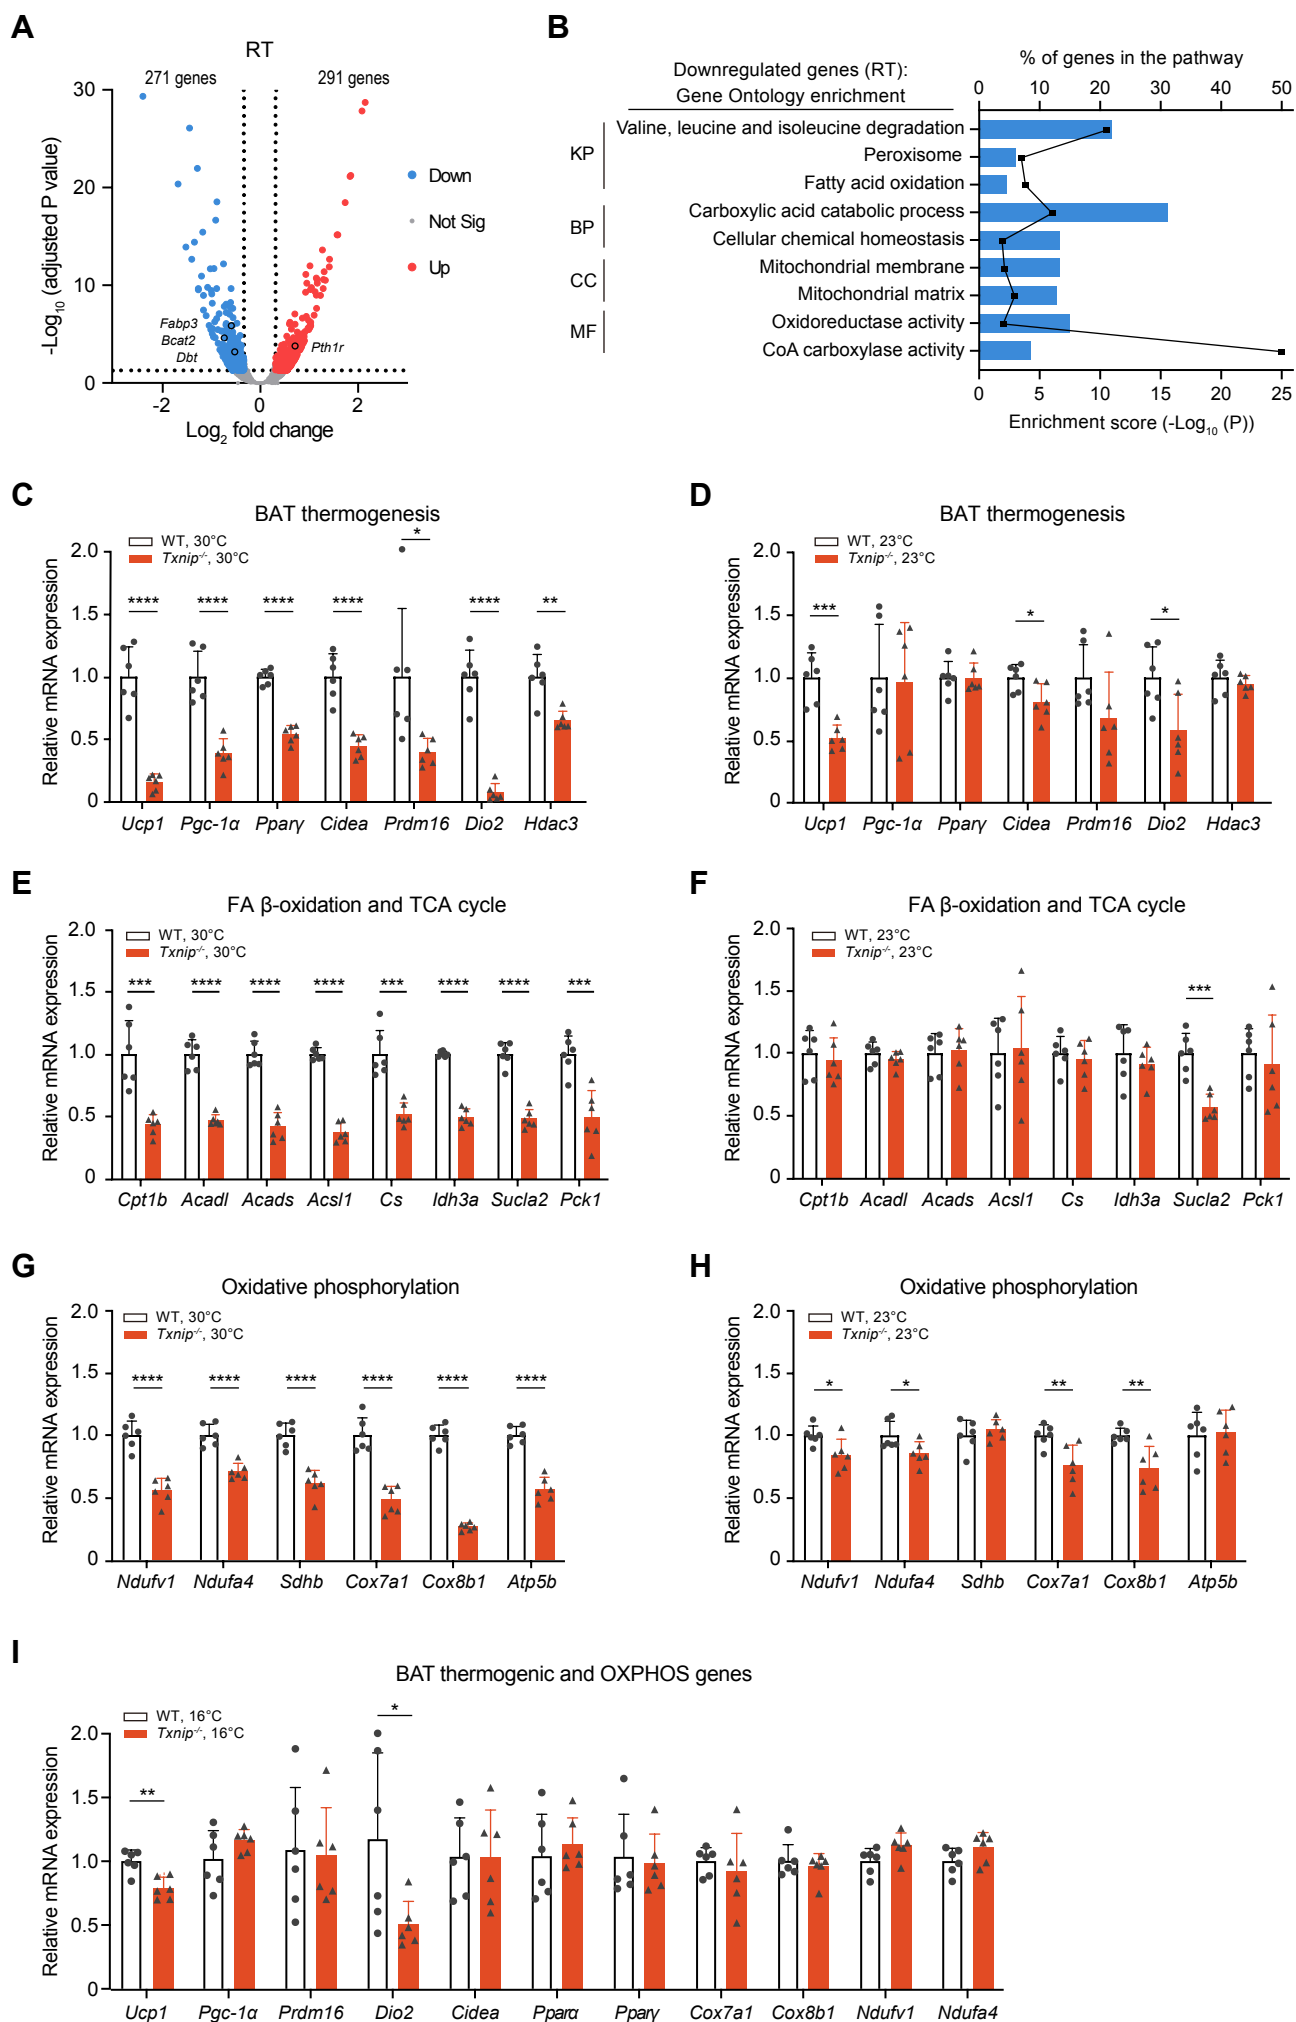

**Figure S5.** *Txnip* is required for the expression of BAT thermogenesis and oxidative metabolism genes under basal conditions

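Among the genes called at RT, the rule set for naming genes gave *Tfrc* (NM_011638; chromosome 16, 32608896 to 32632794) the largest increase, from 16.3 ± 6.60 TPM (SD, n = 3) in WT to 105 ± 14.0 TPM (SD, n = 3) in *Txnip*-/- mice, a log2 fold change of 2.69 (standard error 0.27, limma adjusted p = 0.013). *Ckm* (log2 fold change 2.66), *Acta1* (2.30), *Myh4* (2.22) and *Atp2a1* (2.10), which encode skeletal muscle proteins, followed with limma adjusted p between 0.0123 and 0.0209. Their TPM were low, as for *Ckm* with at most 0.159 TPM in the RT WT libraries and 5.41, 3.75 and 9.32 TPM in the RT *Txnip*-/- libraries, and skeletal muscle transcripts were also raised in 1 WT and 1 *Txnip*-/- library at TN. The exons of *Ckm* overlap *A930016O22Rik* and those of *Atp2a1* overlap *Rabep2* on the opposite strand. After *Txnip*, the largest decreases were those of *Gldn* (log2 fold change −2.57, limma adjusted p = 0.0123), *Pon1* (−2.56, limma adjusted p = 0.00304), *S100b* (−1.60, limma adjusted p = 0.00848) and *Ptgds* (−1.56, limma adjusted p = 0.0123). *S100b* (NM_009115; chromosome 10, 76253836 to 76261319) fell in *Txnip*-/- mice from 71.2, 69.4 and 75.7 TPM to 19.1, 23.2 and 28.0 TPM. With the replicate block, the limma adjusted p of these 9 genes was between 0.00172 and 0.0235. In the authors' deposited comparison all 9 changed in the same direction but less, as for *Tfrc* (log2 fold change 1.295), *Myh4* (1.315) and *Gldn* (−1.51).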

**A)** Volcano plot of RNA-seq data showing *Txnip*-regulated BAT genes from *Txnip*<sup>-/-</sup> versus WT mice housed at RT (fold change >1.25 up (red) or fold change <0.8 down (blue)) (n=3 per group); **B)** Gene Ontology and pathway analysis of downregulated genes in *Txnip*<sup>-/-</sup> BAT under RT, identified by RNA-seq and selected by enrichment score. The bars represent the enrichment scores for down-regulated pathways. The lines represent the number of down-regulated genes as a percentage of the corresponding pathway. 

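The members of the pathways were not used here, and the families of genes tested at TN were tested at RT in the same way. All 10 acyl-CoA dehydrogenases were lower in *Txnip*-/- mice at RT, with a median log2 fold change of −0.11 (camera adjusted p = 0.000104, with the replicate block 0.000632), but 0 were called lower and 3 had an unadjusted p under 0.05. The median log2 fold change was −0.04 for 37 complex I genes (camera adjusted p = 0.000624, with the replicate block 0.00329), −0.12 for 8 complex III genes (camera adjusted p = 0.00282, with the block 0.0119) and −0.04 for 15 cytochrome c oxidase genes (camera adjusted p = 0.00283, with the block 0.0118). It was −0.04 for 17 ATP synthase genes (camera adjusted p = 0.0118, with the block 0.0364) and −0.03 for 16 peroxins (camera adjusted p = 0.0148, with the block 0.0314). The 78 mitochondrial ribosomal proteins had a median of 0.01 (camera adjusted p = 0.443, with the block 0.421). With the inter-gene correlation estimated for each family, the camera adjusted p at RT was between 0.347 and 0.891 for these families.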

(KP, KEGG Pathway; BP, Biological Process; CC, Cellular Component; MF, Molecular Function); **C and D)** qPCR gene expression analysis of thermogenic genes in BAT from WT and *Txnip*<sup>-/-</sup> mice acclimated to TN for 1 week (**C**) or RT (**D**) (n=6 per group); **E and F)** qPCR gene expression analysis of FA  $\beta$ -oxidation and TCA cycle genes in BAT from WT and *Txnip*<sup>-/-</sup> mice acclimated to TN for 1 week (**E**) or RT (**F**) (n=6 per group); **G and H)** qPCR gene expression analysis of oxidative phosphorylation genes in BAT from WT and *Txnip*<sup>-/-</sup> mice acclimated to TN for 1 week (**G**) or RT (**H**) (n=6 per group); **I)** qPCR gene expression analysis of thermogenesis and oxidative phosphorylation genes in BAT from WT and *Txnip*<sup>-/-</sup> mice acclimated to 16°C for 1 week (n=6 per group).

Data: Mean  $\pm$  SD. Statistical analysis: unpaired Student's *t* test (**C-I**). \**p* < 0.05, \*\**p* < 0.01, \*\*\**p* < 0.001, and \*\*\*\**p* < 0.0001.

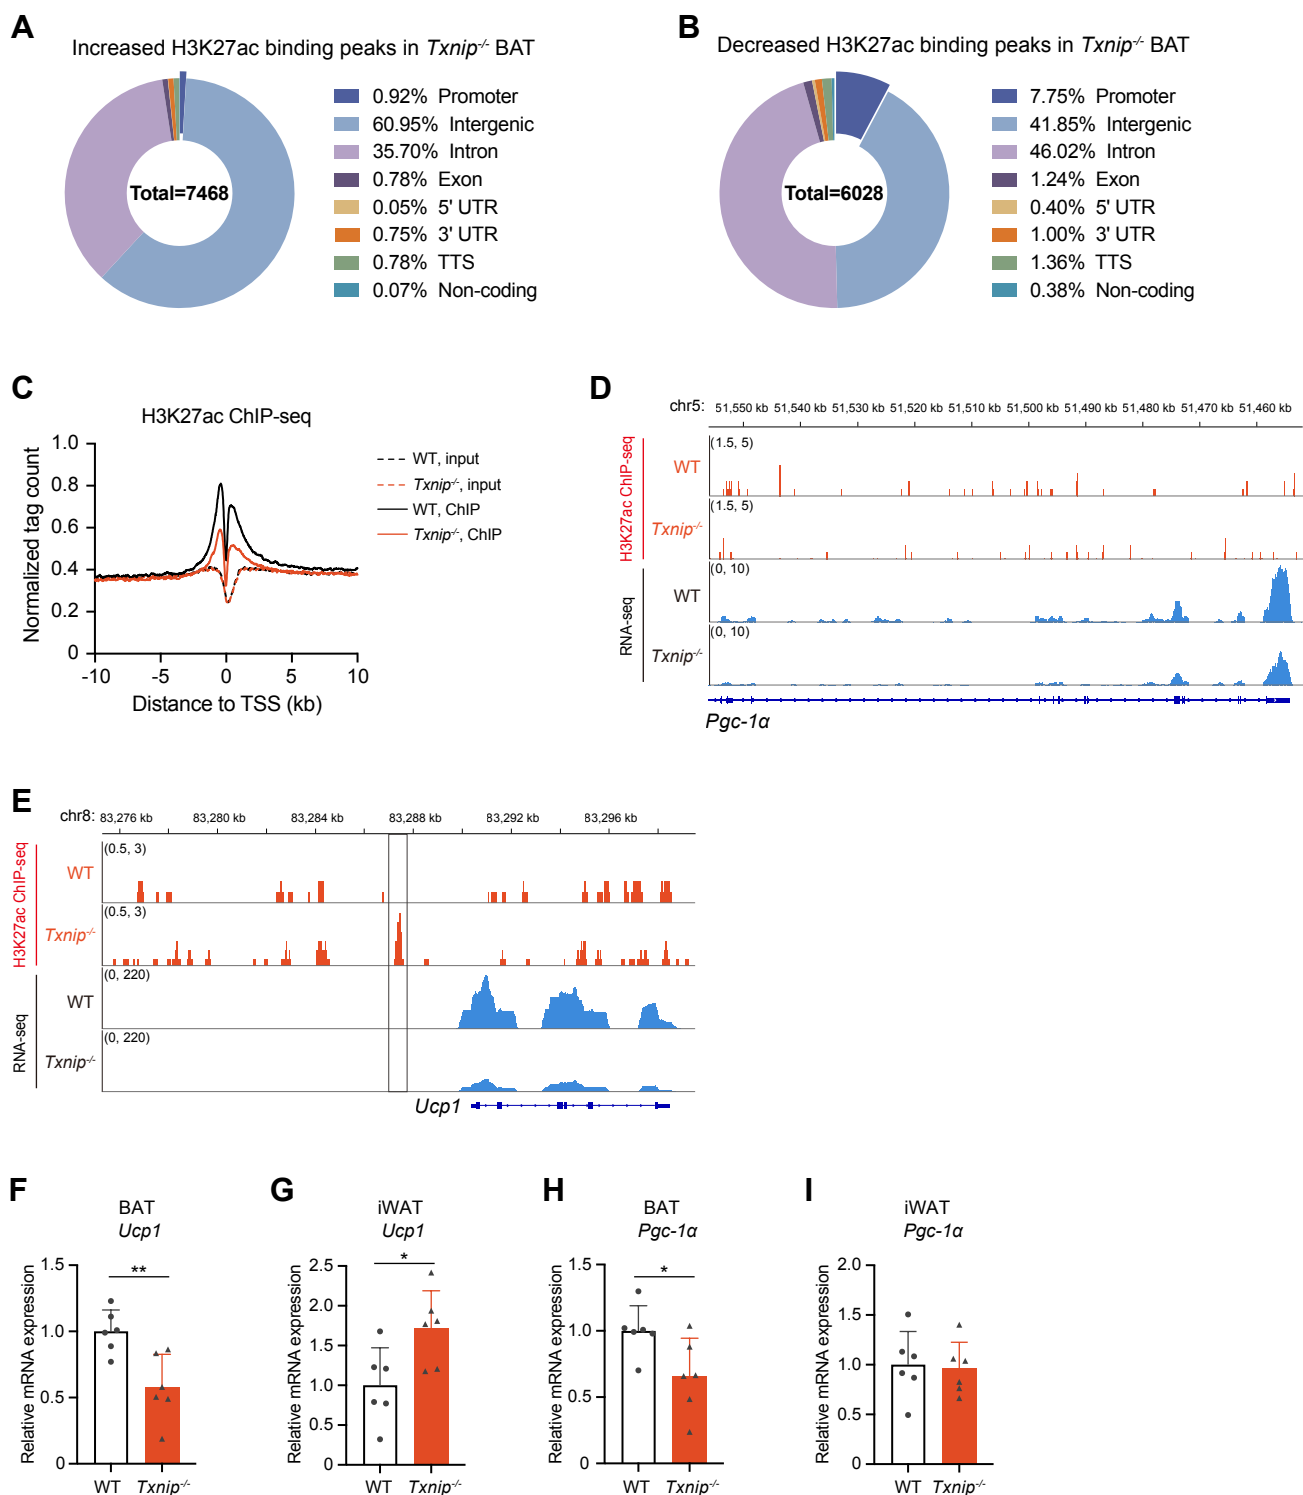

**Figure S6.** Transcriptional role of *Txnip* in BAT under basal conditions

**A)** Genomic distribution with increased H3K27ac binding peak in *Txnip*<sup>-/-</sup> versus WT BAT under TN conditions; **B)** Genomic distribution with decreased H3K27ac binding peak in *Txnip*<sup>-/-</sup> versus WT BAT under TN conditions; **C)** H3K27ac ChIP-seq profiles within  $\pm 10$  kb of the transcription start sites of genes in BAT isolated from WT and *Txnip*<sup>-/-</sup> mice at TN conditions; **D and E)** Genome browser tracks displaying *Pgc1α* loci (**D**) and *Ucp1* loci (**E**) with ChIP-seq and RNA-seq data under TN conditions; **F and G)** *Ucp1* mRNA levels in BAT (**F**) and iWAT (**G**) from WT and *Txnip*<sup>-/-</sup> mice housed at TN conditions for 1 week, followed by 4-h acute cold exposure at 5°C (n=6 per group); **H and I)** *Pgc1α* mRNA levels in BAT (**H**) and iWAT (**I**) from WT and *Txnip*<sup>-/-</sup> mice housed at TN conditions for 1 week, followed by 4-h acute cold exposure at 5°C (n=6 per group).

Data: Mean  $\pm$  SD. Statistical analysis: unpaired Student's *t* test (**F-I**). \**p* < 0.05, \*\**p* < 0.01, \*\*\**p* < 0.001, and \*\*\*\**p* < 0.0001.

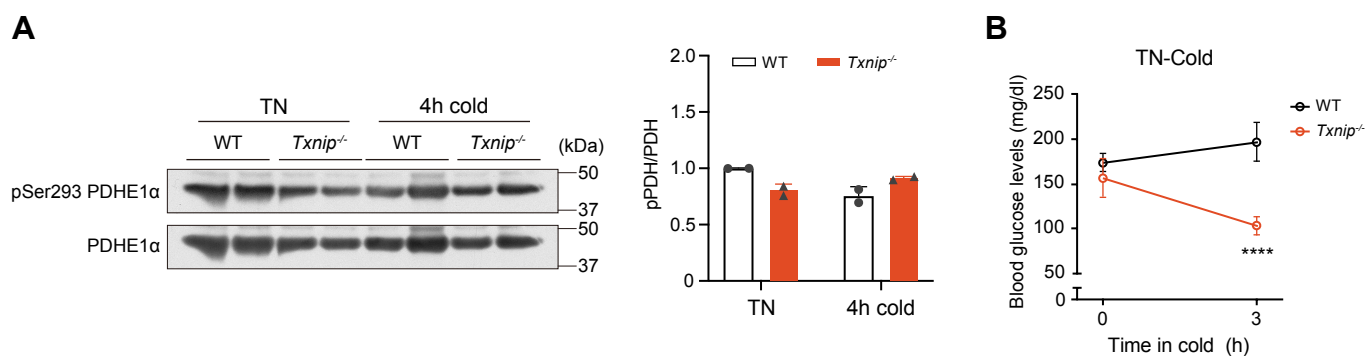

**Figure S7.** Glycolysis is maintained in *Txnip*<sup>-/-</sup> BAT upon acute cold exposure

**A)** Western blot and quantitation of phosphorylated pyruvate dehydrogenase at serine 293 (pSer293 PDHE1α) in BAT from WT and *Txnip*<sup>-/-</sup> mice housed at TN conditions for 1 week, followed by 4-h acute cold exposure at 5°C (n=2 per group); **B)** Changes in blood sugar levels in WT and *Txnip*<sup>-/-</sup> mice during acute cold exposure after TN acclimation (n=9 per group).

Data: Mean ± SD. Statistical analysis: unpaired Student's *t* test (**A**), two-way ANOVA with Bonferroni's *post hoc* test (**B**). \**p* < 0.05, \*\**p* < 0.01, \*\*\**p* < 0.001, and \*\*\*\**p* < 0.0001.

**A**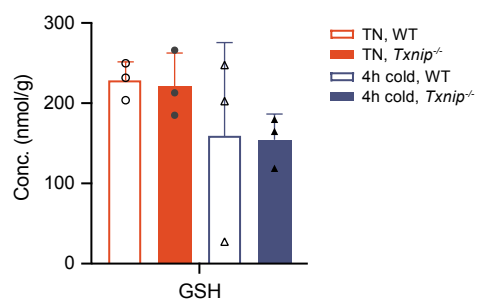**B**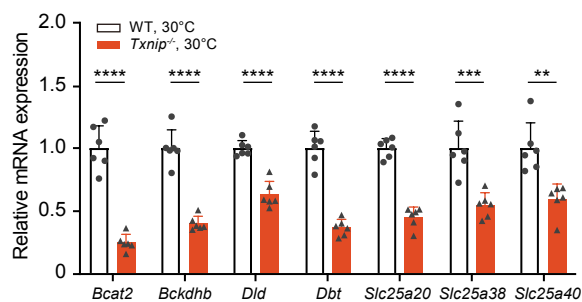

**Figure S8.** *Txnip* maintains basal expression of BCAA oxidation genes in BAT

**A)** Levels of GSH in BAT of WT and *Txnip*<sup>-/-</sup> mice housed at TN conditions for 1 week, followed by 4-h cold exposure at 5°C (n=3 per group); **B)** qPCR gene expression analysis of BCAA oxidation genes in BAT from WT and *Txnip*<sup>-/-</sup> mice housed at TN conditions for 1 week (n=6 per group).

Data: Mean ± SD. Statistical analysis: unpaired Student's *t* test. \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001 and \*\*\*\*p < 0.0001.

**Table S1.** Main composition of the diets used in this study

|                          | Standard chow |       | Modified Control diet |       | Modified ketogenic diet |       |
|--------------------------|---------------|-------|-----------------------|-------|-------------------------|-------|
|                          | g/100g        | kcal% | g/100g                | kcal% | g/100g                  | kcal% |
| Protein                  | 23.1          | 25    | 11.9                  | 12    | 17.9                    | 12    |
| Carbohydrate             | 55.3          | 62    | 73.4                  | 77    | 9.4                     | 6     |
| Fat                      | 5.1           | 13    | 4.4                   | 10    | 56.7                    | 82    |
| Crude fiber              | 2.8           | 0     | 4.4                   | 0     | 7.4                     | 0     |
| Moisture and crude ash   | 13.7          | 0     | 5.9                   | 0     | 8.5                     | 0     |
| Total energy (kcal/100g) | 359           |       | 381                   |       | 619                     |       |

**Table S2.** List of antibodies used in this study

| Protein           | Dilution | Host, MW (kDa)     | Antibody cat. no                  |
|-------------------|----------|--------------------|-----------------------------------|
| TXNIP             | 1:1000   | Rabbit mAb, 50     | ab188865, Abcam                   |
| $\alpha$ -Tubulin | 1:5000   | Mouse mAb, 52      | #3873, Cell Signaling Technology  |
| p-HSL (Ser660)    | 1:1000   | Rabbit pAb, 81, 83 | #45804, Cell Signaling Technology |
| HSL               | 1:10,000 | Rabbit mAb, 81, 83 | #18381, Cell Signaling Technology |
| p-PKA substrate   | 1:1000   | Rabbit mAb, IgG    | #9624, Cell Signaling Technology  |
| PPAR $\gamma$     | 1:1000   | Rabbit mAb, 53, 57 | #2443, Cell Signaling Technology  |
| PGC-1 $\alpha$    | 1:1000   | Rabbit pAb, 100    | AB3242, Sigma-Aldrich             |
| UCP1              | 1:10,000 | Rabbit mAb, 33     | ab209483, Abcam                   |
| HSP90             | 1:1000   | Rabbit pAb, 90     | #4874, Cell Signaling Technology  |
| p-PDHA1 (Ser293)  | 1:10,000 | Rabbit pAb, 43     | ab92696, Abcam                    |
| PDHE1a            | 1:1000   | Rabbit mAb, 43     | #3205, Cell Signaling Technology  |
| H3K27ac           | 1:100    | Rabbit mAb, 17     | #8173, Cell Signaling Technology  |

p-, phosphorylated; pAb, polyclonal antibody; mAb, monoclonal antibody.

**Table S3.** List of primers used for real-time qPCR

| Gene                | Forward Primer 5'-3'      | Reverse Primer 5'-3'      |
|---------------------|---------------------------|---------------------------|
| <i>CyclophilinA</i> | TGTGCCAGGGTGGTGA CTTTAC   | TGGGAACCGTTTGTGTTTGG      |
| <i>Ucp1</i>         | TCAGGATTGGCCTCTACGAC      | TGCCACACCTCCAGTCATTA      |
| <i>Pgc-1α</i>       | CCCTGCCATTGTTAAGACC       | TGCTGCTGTTCTGTTTTTC       |
| <i>Pparγ</i>        | GAACCTGCATCTCCACCTTATT    | TGGAAGCCTGATGCTTTATCC     |
| <i>Prdm16</i>       | CAGCACGGTGAAGCCATTC       | GCGTGCATCCGCTTGTG         |
| <i>Cidea</i>        | TGACATTCATGGGATTGCAGAC    | GGCCAGTTGTGATGACTAAGAC    |
| <i>Pparaα</i>       | ACAAGGCCTCAGGGTACCA       | GCCGAAAGAAGCCCTTACAG      |
| <i>Dio2</i>         | CTGTGTCTGGAACAGCTT        | CACTGGAATTGGGAGCAT        |
| <i>Adipoq</i>       | GCACTGGCAAGTTCTACTGCAA    | GTAGGTGAAGAGAACGGCCTTGT   |
| <i>Fasn</i>         | TGGGTGTGGAAGTTCGTCAG      | CTGTCGTGTCAGTAGCCGAG      |
| <i>Scd1</i>         | GCTCTACACCTGCCTCTTCG      | GCCGTGCCTTGTAAGTTCTG      |
| <i>Hdac3</i>        | CCTGGAACAGGTGACATGTATGA   | CGTAAGGGCACATTGAGACAATAG  |
| <i>Cpt1b</i>        | GATGCAGTTCCAGAGAATCC      | CTTGTTCTTGCCAGAGCT        |
| <i>Acadl</i>        | GAAACCAGGAACTACGTGAAG     | GCTGTCCACAAAAGCTCT        |
| <i>Acads</i>        | AAGTTTGGATCCGCACAGCAG     | CAAGCTTTGGTGCCGTTGAG      |
| <i>Acsl</i>         | TGGGGTGGAAATCATCAGCC      | CACAGCATTACACACTGTACAACGG |
| <i>Cs</i>           | GGGACTTGTGTATGAGACTTCG    | AGCCAAAATAAGCCCTCAGG      |
| <i>Idh3a</i>        | ACGGAAGGAGAATACAGTGG      | GTA CT CGAAGGCAA ACTCTG   |
| <i>Sucla2</i>       | ACGGGTCGGACTCAGAAATG      | ACATCCTTTGATCCTGGGCG      |
| <i>Pck1</i>         | TTGAACTGACAGACTCGCCCT     | TGCCCATCCGAGTCATGA        |
| <i>Ndufv1</i>       | TCTCTGGCCATGTCAACCAC      | CTGTGACACCACCAGCATGT      |
| <i>Ndufa4</i>       | AGCCATGGAACAACTGGGT       | ATTGTGCGGATGGCTTCTGA      |
| <i>Sdhb</i>         | GACGTCAGGAGCCAAAATGG      | CTCGACAGGCCTGAAACTGC      |
| <i>Cox7a1</i>       | CAGCGTCATGGTCAGTCTGT      | AGAAAACCGTGTGGCAGAGA      |
| <i>Cox8b1</i>       | GAACCATGAAGCCAACGACT      | GCGAAGTTCACAGTGGTTCC      |
| <i>Atp5b</i>        | TTCAGGGGCACCAATCAA AATTC  | CAACCTTTATCCCAGTCACCAGA   |
| <i>Bcat2</i>        | TTCCAGAACCTCACGCTACAC     | TAGCAGAACGTAGCATCCTGTC    |
| <i>Bckdhb</i>       | GCCAAAGACCCCACTGCAGTAA    | GGATTTCCGCAATAGCTGTAGCACC |
| <i>Dld</i>          | GCAGATCAACCAATTGAGGCTGACG | GCATGTTCCACCTAGTGTCTC     |
| <i>Dbt</i>          | CCAACATTGGATCAATCGGTGG    | CTGTGATCCGCTGACCAGCTCAC   |
| <i>Slc25a20</i>     | GTGCTCACACTCATGCGAGA      | CGCTGAGGTCACTGACACTC      |
| <i>Slc25a38</i>     | CGTCCCCAGTGATCGAGAAG      | GGAAGAGGAGCGTGGAACAG      |
| <i>Slc25a40</i>     | TTCACCTCGTGGTCGACATC      | GAGTGCTTGCCTAACATGCC      |
| <i>mtND1</i>        | GTGGCTCATCTACTCCACTGA     | TCGAGCGATCCATAACAATAA     |
| <i>HK2</i>          | CCAGGGCTGTAGGAACATGG      | ACAGATAGCAAGCAGCCTCG      |

How the deposited data were processed for this re-analysis (not part of the article)

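RNA-seq libraries of interscapular BAT from 12 mice were re-analysed, 3 from each of the groups RT WT, RT *Txnip*-/-, TN WT and TN *Txnip*-/-, each library taken as a mouse of its own. The authors aligned single-end reads to mm10 with STAR and counted reads on exons with HOMER, keeping 1 transcript per gene. The transcript differs from that of the TPM for 4959 of 25124 genes in the RT comparison and for 4899 in the TN comparison, among them 9 and 8 of the 54 genes named by the rule below and 16 and 16 of the 76 listed genes, so for these genes the 2 kinds of values do not describe the same transcript. From these counts the authors made TPM for all 12 libraries, the values used here, and the TPM of the 25124 listed genes sum to between 55.38% and 57.55% of the total that TPM are scaled to. For each temperature the authors deposited log-scale (log2) values of its 6 libraries, normalized across those 6 libraries by a transform that the tables do not name. The same deposited tables hold a log2 fold change of *Txnip*-/- over WT, a p-value and an adjusted p-value for each gene, from the authors' DESeq2 comparison. The deposited tables also give a transcript length for each gene in bases. Counts per gene were not used here, so the tests planned on counts were replaced by limma on TPM.

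The reads per library, which the headers of the deposited tables state, were between 29.93 and 47.44 in units of 1e6 reads, above the minimum depth that the methods state. The counting error of each value was not computed, since TPM do not give it, and the spread between the 3 mice of a group set the precision of each comparison.

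TPM were put on the scale log2(TPM + 1). Genes with a mean TPM of at least 1 over the libraries of a comparison were tested in R 4.3.3 with limma 3.58.1, using empirical Bayes moderation with a trend on mean expression and Benjamini-Hochberg adjustment. *Txnip*-/- was compared with WT on the 6 libraries of each temperature apart. The interaction of genotype and temperature, and TN against RT within each genotype, were tested on all 12 libraries with 4 group means. Genes were called at a fold change above 1.25 or below 0.8 with an adjusted p under 0.05, as in the paper, and the interaction at an adjusted p under 0.05. Lists of genes were tested with limma's camera at a preset inter-gene correlation of 0.01, and the share of called genes in a family with Fisher's exact test. The lists of Figs. 4C, 5G, 5K and 6D were copied from the paper. The gene families were defined by symbols, and lists of marker genes for cell types were written beforehand. Transcript GC content and overlapping genes were taken from the mm10 sequence and GENCODE annotation. Whether the counting was stranded is not named in the paper's text, so overlaps on the opposite strand are given. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

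The genes named in the text were set by a rule. They are every gene that the paper names for the RNA-seq and, of the listed genes, those with the largest and smallest change and those that changed against their list. The rule adds the 5 called genes with the largest log2 fold change of each sign at each temperature and in the interaction, with no overlap between the groups and an expression floor, and called genes within 10 Mb of *Txnip* by the same order. The floor, planned as a mean of 50 counts, was applied to the authors' log-scale values as a mean of at least 5.64, which is log2 of 50. Any other named gene is marked as chosen after its values were seen, and 1 gene that the rule gives is not reported here.

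The alternatives tried were log2(TPM + 0.1), all genes with a value above 0, upper-quartile normalization, the replicate number as a block, all 12 libraries in 1 fit, each library left out in turn, other thresholds, an inter-gene correlation estimated per list, and other windows around *Txnip*. Added after the data were seen were median centring of each library, a TPM of at least 1 in every library, limma on the authors' log-scale values, and removal of each library's trend on GC content (smoothing span 0.3). The permutation tests of the interaction on the mean of a list were made after the mean genotype effect of the 2 temperatures, estimated from the same libraries, was taken off, also a form chosen after the data were seen, and both forms are given. The replicate numbers come from the sample labels. The paper calls the WT mice littermates but does not say which mice share a litter, so the comparisons were made without the block and the block was planned as an alternative. Same-numbered libraries of RT WT and RT *Txnip*-/- had deviations with an r across genes of 0.297, −0.022 and 0.21 (mean 0.161), and the block is given beside the RT results. The library names in the tables use other numbers at RT than at TN, so a shared number across temperatures implies no pairing. The pipeline was tested on simulated data. With 200 genes changed by 1 on the log2 scale, it recovered 92.5% with 3.1% of calls on unchanged genes, and with nothing changed it called 0 of 11880 genes. The changed genes were drawn from those above an expression floor and the noise was independent between genes. The share recovered need not hold where fewer genes change. The ChIP-seq, qPCR, metabolite and protein data were not analysed here, and the members of the Gene Ontology terms were not used here.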

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

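The comparisons, the families and marker lists and the interaction tests were set before the data were examined. The tests on skeletal muscle, those on dilution, scaling and regrouping of the macrophage, fibroblast and collagen genes, the test on the choice of the lists, the adipocyte adjustment, the permutation tests with the genotype effect taken off and the regroupings of the lists and families were chosen only after the result was seen.

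*Txnip* stood out because the *Txnip*-/- effect on it differed between temperatures, by −2.09 on the log2 scale (limma adjusted p of the interaction 0.00344). From RT to TN its log2 fold change was 0.89 in WT mice (limma adjusted p = 0.000565, and at most 0.00362 over the alternatives) and −1.21 in *Txnip*-/- mice. To ask whether grouping alone gives as much, the labels were regrouped within temperatures. Of the 32 regroupings that part all pairs of the same replicate number, 5 gave as many genes with an adjusted p under 0.05 as the real one, itself included, and of 68 drawn regroupings that part fewer pairs, 8 did. A regrouping that swaps the labels at 1 temperature turns the genotype effect itself into an interaction. After the genotype effect was taken off, 1 of 32 did, the real grouping. *Gm15441*, which overlaps *Txnip* on the opposite strand, had a log2 fold change of −0.20 at RT and −1.17 at TN, and whether reads are shared between them was not tested.

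The paper's lists stood out because their change in *Txnip*-/- mice differed between temperatures. The median difference (TN less RT) was −0.17 for Fig. 4C (camera adjusted p = 3.9e-08, negative in 35 of 38 genes), −0.26 for Fig. 5G (0.00747, 7 of 8), −0.15 for Fig. 5K (0.00357, 13 of 14) and −0.09 for Fig. 6D (0.0294, 17 of 25). With the inter-gene correlation estimated from the data, the adjusted p was 0.343, 0.42, 0.501 and 0.699. Of the 32 regroupings that part all same-numbered pairs, 12 gave as small a camera p for Fig. 4C, 12 for Fig. 5G, 18 for Fig. 5K and 23 for Fig. 6D. Of the 68 drawn regroupings, 18, 21, 23 and 33 did, and with the genotype effect taken off, 8, 14, 11 and 17 of the 32. The lists were chosen by the paper from these data, which could favour genes with larger falls at TN. In 6 families of metabolic genes that were not chosen that way, the interaction was negative in 6 of 6, but the lowest camera adjusted p was 0.1442. Genes of the lists, such as *Cox8b*, belong to these families and were not taken out, so the shared direction is not independent of the choice. Mitochondrial ribosomal proteins, a 7th family not chosen that way, had a negative interaction with a camera adjusted p of 2.65e-07, a pattern that the regroupings below do not set apart from grouping, so the choice of the genes remains an explanation. Less adipocyte RNA in *Txnip*-/- BAT at TN was also weighed. With the mean of the adipocyte markers taken off, the median of the Fig. 4C list at TN was −0.485, against −0.365 without this step, which restates that the mean of the markers was higher in *Txnip*-/- mice by 0.12. In a permutation test on the mean of each list with the genotype effect taken off, the two-sided p was 0.01 (Fig. 4C), 0.05 (Fig. 5G), 0.09 (Fig. 5K) and 0.265 (Fig. 6D), not adjusted for the number of sets, and with the effect left in 0.23, 0.315, 0.415 and 0.66. The regroupings of the camera test do not set a larger effect of *Txnip* loss at TN apart from grouping, and of the 2 permutation tests on the mean of the Fig. 4C list only the form with the effect taken off has an unadjusted p under 0.05, so that it remains a hypothesis.

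Mitochondrial ribosomal proteins, which the paper does not discuss, also differed between temperatures (median difference −0.13, negative in 66 of 78 genes, camera adjusted p = 2.65e-07). As small a p was found in 10 of the 32 regroupings, in 13 of the 68 drawn ones and in 13 of 32 with the genotype effect taken off, and the adjusted p was 0.42 with the correlation estimated. An exact permutation test on the mean of the family, with the genotype effect taken off, gave a two-sided p of 0.045, and with the effect left in 0.09 (smallest possible 0.005, not adjusted for the number of sets). The regroupings of the camera test do not set the pattern apart from grouping.

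Skeletal muscle markers were higher in *Txnip*-/- mice at RT, a signal in genes the paper does not discuss. The median log2 fold change was 2.188 (8 of 8 higher, camera adjusted p = 3.38e-13, with the replicate block 1.12e-12, with estimated correlation 0.239), against 0.01 at TN (adjusted p = 0.99). The interaction had a median of −2.28 (camera adjusted p = 1.29e-08, with estimated correlation 0.343), and an exact permutation test on the mean of the markers, with the genotype effect taken off, gave a two-sided p of 0.015, and with the effect left in 0.045. Muscle RNA carried over in dissection was tested by the summed TPM of the markers, which was at most 3.702 in RT WT and 39.4, 26.3 and 67.1 in RT *Txnip*-/- libraries. Outside RT *Txnip*-/-, 2 libraries were above 3 times the highest RT WT library, 1 TN WT library with 22.3 TPM and 1 TN *Txnip*-/- library with 21.3 TPM, both of replicate number 2, while the other 4 TN libraries had at most 5.55 TPM. A mislabelled mouse was weighed by *Txnip*, whose lowest WT library was at least 15.9 times the highest *Txnip*-/- library at each temperature, which goes against it. As large a difference at RT was given by 1 of the 4 splits that part all same-numbered pairs and by 1 of all 10, the real one, which is the fewest possible. For the interaction, 5 of 32 regroupings, 4 of the 68 drawn and 1 of 32 with the genotype effect taken off gave as small a p. A swap of labels at 1 temperature turns the genotype effect into an interaction, which only the last form leaves out. Carried-over muscle is a candidate explanation, and the shared number may reflect common handling, which the labels do not state, and an effect of genotype on muscle genes in BAT at RT cannot be told apart from it.

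Markers of macrophages, fibroblasts, lymphocytes and white adipocytes and the collagens, which the paper does not discuss in BAT, were higher in *Txnip*-/- mice. At TN the median log2 fold change was 1.134 for macrophage markers (13 of 13 higher, camera adjusted p = 7.73e-11), 0.873 for lymphocyte markers (8 of 8, 8.96e-05), 0.808 for fibroblast markers (11 of 12, 1.62e-09), 0.629 for white adipocyte markers (6 of 7, 0.00767) and 0.46 for collagens (20 of 24, 1.75e-09). With the correlation estimated, the adjusted p of each of these 5 sets was 0.18. At RT it was 0.684 for macrophage markers (11 of 11 higher, camera adjusted p = 1.23e-09, with the replicate block 2.14e-10), 0.234 for fibroblast markers (12 of 12, 0.000528, with the block 0.000632) and 0.182 for collagens (16 of 23, 0.0487, with the block 0.0464). With the correlation estimated, these were 0.239, 0.369 and 0.633. Lymphocyte and white adipocyte markers did not pass at RT (2 of 3 and 5 of 7 higher, camera adjusted p = 0.278 and 0.813, with the block 0.421 and 0.528). Endothelial markers were lower at RT (median log2 fold change −0.08, 9 of 12 lower, camera adjusted p = 0.0247, with the block 0.0145, with estimated correlation 0.369) and were not significantly changed at TN (adjusted p = 0.1896).

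The change differed between temperatures for macrophage markers (median difference 0.35, camera adjusted p = 0.00065), lymphocyte markers (0.53, 0.00502), endothelial markers (0.31, 0.00164), fibroblast markers (0.56, 6.21e-09), white adipocyte markers (0.19, 0.0465) and collagens (0.39, 1.7e-10). White adipocyte markers no longer passed with upper-quartile normalization (0.0669), median centring (0.0682) or the replicate block (0.0702), with a range from 0.0319 to 0.42 over the alternatives, and with the correlation estimated none of these 6 sets did (0.343 to 0.42). In the same order, 14, 8, 2, 5, 8 and 3 of the 32 regroupings gave as small a p, as did 16, 13, 8, 3, 16 and 1 of the 68 drawn, and 10, 5, 2, 2, 7 and 2 of the 32 with the genotype effect taken off. All of these shares of the 32 are at or above 0.05. The permutation test on the mean of each set with the genotype effect taken off gave, in the same order, a two-sided p of 0.17, 0.035, 0.07, 0.025, 0.32 and 0.01, and with the effect left in 0.585, 0.28, 0.065, 0.2, 0.42 and 0.11, not adjusted for the number of sets. For the macrophage, endothelial and white adipocyte markers none of these tests sets the difference between temperatures apart from grouping, and for the lymphocyte and fibroblast markers and the collagens these tests differ, so that grouping is not excluded.

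For the higher macrophage, fibroblast and collagen genes at TN, dilution of adipocyte RNA was tested by 12 adipocyte markers. Their median log2 fold change was 0.05 (camera adjusted p = 0.9875). Of the markers, 5 were lower and 7 higher, from −0.29 to 0.698, so that this test does not decide for or against dilution. Scaling was tested by centring each library on its median, after which the macrophage markers had a camera adjusted p of 3.35e-11, but camera compares a set with the other genes, which centring moves alike, so that this test does not exclude scaling. Of the 4 splits that part all same-numbered pairs, 1 gave as large a difference of the macrophage markers, as did 1 of all 10, and 3 mice against 3 cannot give fewer. More RNA from macrophages and fibroblasts in *Txnip*-/- BAT at TN may lie behind these values, and grouping by chance cannot be excluded by the splits at TN alone. In the 6 other mice, at RT, the means of the macrophage and fibroblast markers were also higher in each *Txnip*-/- than in each WT library (exact permutation test, two-sided p = 0.1 at each temperature, the smallest possible), while for the collagens the p at RT was 0.3.

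Cytosolic ribosomal proteins, also outside the paper's discussion, were higher in *Txnip*-/- mice, with a median log2 fold change of 0.235 at RT (86 of 94 higher, camera adjusted p = 1.86e-24, with the replicate block 4e-19, with estimated correlation 0.239) and 0.226 at TN (85 of 95, 2.09e-12, with estimated correlation 0.304). With each library's trend on GC content taken off, the adjusted p was 5.09e-26 at RT and 7.9e-12 at TN. Reads shared with their many pseudogenes were not tested, and no biological explanation was tested.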

How the results depend on the processing

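Median centring, a TPM of at least 1 in every library, limma on the authors' log-scale values and the GC correction were chosen after seeing the data, and the other alternatives were planned. Planned but not run, because they need counts, were edgeR, both forms of DESeq2, TMM, library size alone and the minimum of 10 counts. For the values printed below, the cause was not tested.

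Of 92 log2 fold changes of named genes, 48 kept their direction and their side of the threshold under every alternative run, 22 fell short of the threshold in at least 1, 12 newly passed it in at least 1, and 10 reversed in at least 1. Of 60 camera tests, 11 were unchanged, 44 lost significance when the inter-gene correlation was estimated or, for white adipocytes, also under other settings, 2 newly passed with the GC correction and 3 reversed. Every set that had passed lost significance with the correlation estimated, whatever its effect size, so this loss does not tell a weak set result from a strong one.

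When all genes with a value above 0 were tested, 44 genes were called at RT and 621 at TN. The called lower genes then numbered 0 at RT and 4 at TN for Fig. 4C, 0 at TN for Fig. 5G, 0 at TN for Fig. 5K, and 2 at RT and 6 at TN for Fig. 6D, and Pearson's r between the RT and TN effects was 0.454. Of the lists with 0 called here, 26 genes of Fig. 4C at RT, 7 of Fig. 5G at TN and 11 of Fig. 5K at TN had an unadjusted p under 0.05 in the reported analysis. With the replicate block, 100 genes were called at RT, 4 in the interaction, 1 of Fig. 5K at TN and 2 of Fig. 6D at RT. At TN, where same-numbered libraries were hardly alike (mean r 0.01), the block gave 977 genes, and TN against RT 4919 in *Txnip*-/- and 4681 in WT mice. With all 12 libraries in 1 fit, 272 genes were called at RT, and 4 of Fig. 5K at TN. A fold change above 1.5 left 116 genes at RT, 599 at TN, and for TN against RT 2380 in *Txnip*-/- and 1976 in WT mice. With log2(TPM + 0.1), 1 gene of Fig. 5K was called lower at TN.

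With upper-quartile normalization, 1 gene of Fig. 5G at RT, 1 of Fig. 5K at TN and 12 of Fig. 6D at TN against RT in WT mice were called lower. Median centring gave 1 gene of Fig. 5G at RT and 1 of Fig. 5K at TN, and at TN against RT 23 of Fig. 4C, 7 of Fig. 5K and 13 of Fig. 6D in WT mice and 15 of Fig. 6D in *Txnip*-/- mice. The GC correction gave 1 gene of Fig. 5K at TN. The authors' log-scale values gave 1 gene of Fig. 4C and 5 of Fig. 6D at RT, and 0 of Fig. 5K at TN, where 11 had an unadjusted p under 0.05 in the reported fit.

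With 1 library left out, the calls ranged from 2 to 159 at RT, from 456 to 1005 at TN and from 1 to 6 in the interaction. Called lower genes of Fig. 4C ranged from 0 to 3 at RT, from 3 to 12 at TN and from 9 to 13 at TN against RT in WT mice. Those of Fig. 5G ranged from 0 to 1 at RT, from 0 to 2 at TN and from 3 to 6 at TN against RT in WT mice. Those of Fig. 5K ranged from 0 to 1 at RT, from 0 to 2 at TN, and at TN against RT from 4 to 8 in *Txnip*-/- and from 1 to 3 in WT mice. Those of Fig. 6D ranged from 0 to 9 at RT, from 4 to 11 at TN and from 4 to 10 at TN against RT in WT mice. The r between RT and TN effects ranged from 0.399 to 0.551.

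Reversed log2 fold changes at RT were those of *Cox6c* (upper-quartile −0.004, median centring −0.013, log-scale values −0.019, from −0.021 to 0.041 with 1 library left out) and *Cycs* (−0.004, −0.013 and −0.018 in the same order, with the GC correction −0.017, and from −0.024 to 0.063 with 1 library left out, where another fit gave −0.006). With 1 library left out, *Acsl5* (from −0.105 to 0.347, another fit −0.071), *Pparg* (from −0.162 to 0.05, another 0.044), *Prdm16* (from −0.152 to 0.702), *Slc25a15* (from −0.097 to 0.026) and *Slc27a2* (from −0.134 to 0.164, another 0) reversed or reached 0 at RT, as did *Slc25a22* at TN (from −0.134 to 0.045, another 0.002) and *Bcat2* in the interaction (from −0.278 to 0.067). *Pparg* at TN against RT in *Txnip*-/- mice reversed with median centring (−0.026) and with 1 library left out (from −0.015 to 0.28). With the GC correction the direction reversed for skeletal muscle and adipocyte markers at TN (camera adjusted p = 0.957 each) and for cytosolic ribosomal proteins in the interaction (0.705), none of which passed before. The odds ratio of called genes near *Txnip* at TN, 0.991 within 10 Mb, was 1.27 within 5 Mb and 1.01 within 20 Mb. At RT it was 1.26 within 10 Mb, 2.46 within 5 Mb and 1.41 within 20 Mb.

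The median log2 fold change of all genes for TN against RT was 0.152 in *Txnip*-/- and 0.184 in WT mice, and centring each library on its median moved it to 0.002 and 0.011. The called genes were then 2553 higher and 2068 lower in *Txnip*-/- mice (55.2% higher), and 2009 higher and 1760 lower in WT mice (53.3% higher), against 3858 and 1033, and 3919 and 798, without centring. With upper-quartile normalization they were 3207 and 1455, and 2867 and 1205. At RT, upper-quartile normalization gave 74 higher and 103 lower genes, and median centring 67 and 104, against 91 and 87. Counts per gene were not used here, so how far depth limits the genes of low expression was not tested.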

Differences from the paper's values

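Median centring, a TPM of at least 1 in every library, the authors' log-scale values and the GC correction, where used in this part, were tests chosen after results were seen. The comparison covers 6 values of the paper's text and 124 read from figures. At RT, 178 genes were called here and the paper's number is 562. Of these, 91 were higher, against the paper's 291, and 87 lower, against the paper's 271. None of the alternatives set before the data were examined and run here closed these gaps. DESeq2, the paper's method, was planned but not run, since it needs counts. The largest counts came from all 12 libraries in 1 fit, with 272 genes, 145 higher and 127 lower. At TN, 280 genes were lower here and the paper's number is 449. Of the alternatives set before the data were examined, all 12 libraries in 1 fit (314) and an adjusted p under 0.05 alone (346) came within 1.5 times the paper's number, and the others did not.

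From the color scales of the heat maps, the log2 fold change of *Ucp1* at TN is about −0.94 in Fig. 4C, read by eye, the paper's value, and it was −1.72 here. *Dio2* is at about −0.42 at RT and about −0.61 at TN in the paper's Fig. 4C, read by eye, against −1.11 and −0.98 here. None of the alternatives set before the data were examined and run here closed these 3 gaps. None of those used DESeq2, whose deposited fold changes equal the values read from the figure, so they could not test whether the method makes the gaps. *Cycs* and *Cox6c* at RT are each at about −0.02 in the paper's Fig. 4C, read by eye, against 0.02 here, and of the alternatives set before the data were examined upper-quartile normalization gave −0.004 for each and the others kept a positive value. Median centring and the authors' log-scale values, chosen after seeing the values, also gave negative values for these 2 genes, as did the GC correction, chosen likewise, for *Cycs*. *Slc25a44* at RT is at about 0.14 in the paper's Fig. 6D, read by eye, against 0.20 here. It no longer differed with upper-quartile normalization (0.172), and with the replicate block and all 12 libraries in 1 fit it no longer differed because of the larger error, while log2(TPM + 0.1) and all genes with a value above 0 did not close the gap.

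The paper names *Ppargc1a* and *Bcat2* among the genes downregulated at TN. Both were lower here but did not pass, with limma adjusted p of 0.0514 and 0.0617. *Ppargc1a* passed with the replicate block (0.0313) and in some fits that left out 1 library (0.0272 in the fit with the largest decrease), and with a TPM of at least 1 in every library (0.0444) or the authors' log-scale values (0.0219), the last 2 settings chosen after seeing the data, with a range from 0.0219 to 0.24 over the alternatives. *Bcat2* passed with all 12 libraries in 1 fit (0.0246), in some fits that left out 1 library (0.0333 in the fit with the largest decrease) and with the authors' log-scale values (0.044), chosen after seeing the data, with a range from 0.0246 to 0.144. The paper describes reduced *Pparg* transcription in *Txnip*-/- BAT, where here the limma adjusted p at TN was 0.132 and the settings run gave from 0.0582 to 0.33. It links the lower *Ucp1* to a paucity of Pparγ/α, Pgc-1α and Prdm16, and of these transcripts *Ppara* (limma adjusted p = 0.0656) and *Prdm16* (0.169) did not pass at TN. *Ppara* passed with the replicate block (0.0375), with all 12 libraries in 1 fit (0.0333), in the fit that left out 1 library and gave the largest decrease (0.0116), and with the authors' log-scale values (0.0269), chosen after seeing the data, with a range from 0.0116 to 0.159. *Prdm16* passed in the fit that left out 1 library and gave the largest decrease (0.0363), with a range from 0.0363 to 0.567. The paper states that *Pparg* was lower at TN than at RT in *Txnip*-/- BAT, and here its log2 fold change was 0.12. It was −0.03 with median centring, chosen after seeing the data, and −0.015 in the fit that left out 1 library and gave the lowest value. The paper describes most genes of Fig. 4C as dysregulated at both temperatures, and here 2 of 38 passed the thresholds at RT and 13 of 38 at TN, with 34 and 38 lower. Of these genes *Ppargc1a* was higher at RT (log2 fold change 0.38, limma adjusted p = 0.708).

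With the paper's thresholds, the authors' deposited comparisons hold 581 genes at RT, 284 higher and 297 lower, and 1563 at TN, 1115 higher and 448 lower. The paper's text gives 562, 291 and 271 at RT. In the authors' deposited comparison at TN, *Pparg* (log2 fold change −0.43, adjusted p = 0.0136), *Prdm16* (−0.42, 0.0261), *Ppargc1a* (−0.72, 5.71e-05) and *Bcat2* (−0.61, 0.000674) passed, and *Ppara* (−0.57, 0.0876) did not. The same comparison holds −0.94 for *Ucp1* at TN, −0.42 and −0.61 for *Dio2* at RT and at TN, −0.02 for *Cycs* and for *Cox6c* at RT, and 0.14 for *Slc25a44* at RT, the values read from the figures.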

Other observations

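In this part, the test that takes off each library's GC trend and the comparison with a common spread were chosen after the result was seen, and median centring was added as a setting after the data were seen. Regrouping the 6 mice of a comparison, 1 of the 4 splits that part all same-numbered pairs gave as many called genes as the real one at RT, and likewise 1 of 4 at TN, 1 of 4 for TN against RT in *Txnip*-/- mice and 1 of 4 in WT mice. In each case it was the real split, and among all 10 splits it was also 1, the fewest that 3 mice against 3 allow, so that grouping by chance cannot be excluded by this test.

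A segment of the donor strain kept around *Txnip* was weighed, since a knockout line can keep one; the paper names the background of the mice but not the strain in which the allele was made. Within 10 Mb of *Txnip*, 4 of 216 tested genes were called at RT (1.85%, against 1.47% elsewhere, Fisher's exact test, two-sided p = 0.5639) and 20 of 233 at TN (8.58% against 8.65%, p = 1). Within 5 Mb the share at RT was 3 of 85 (3.53% against 1.46%, Fisher's exact test, two-sided p = 0.131), so that no enrichment was significant, and with so few called genes at RT a small segment is not excluded. The called genes there included *Ctss* (log2 fold change 1.53 at RT and 1.94 at TN), and *Dennd2d* (0.61) and *S100a10* (0.33) at RT. With the replicate block, the limma adjusted p at RT was 0.0217 for *Ctss*, 0.0915 for *Dennd2d* and 0.0813 for *S100a10*.

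Of the genes called at TN, 74.9% were higher in *Txnip*-/- mice. With each library centred on its median this was 72.9%. The median log2 fold change of all tested genes at TN was 0.008 before centring, so that centring moved the values little. Both values go only against a shift common to all genes. Gene length had a Spearman's rho of −0.038 with the log2 fold change at TN across genes (0.069 at RT), while GC content, known for 98.6% of the tested genes, had 0.162 at TN and −0.161 at RT. With the GC trend of each library taken off, 73.8% of 1053 called genes were higher, so that the GC content does not fully explain it. Among the 491 called genes above the median expression, 59.5% were higher, so that low expression may account for a part. RNA from other cell types was tested by camera on markers, and may add to the share for macrophages (adjusted p = 7.726e-11, 13 of 13 higher), lymphocytes (8.957e-05, 8 of 8), fibroblasts (1.616e-09, 11 of 12) and white adipocytes (0.007672, 6 of 7). It was not significant for endothelial cells (0.1896, 9 of 12 higher) or skeletal muscle (0.99, 3 of 3 higher). An effect of genotype on gene expression cannot be told apart from these.

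More genes were called at TN than at RT. The spread between mice was slightly smaller at TN (median residual SD 0.959 of that at RT). With all 12 libraries in 1 fit, where both temperatures share 1 residual variance per gene, 1133 genes were called at TN and 272 at RT, so that the spread does not fully explain it. Depth did not differ (exact permutation test on reads per library, two-sided p = 0.898, mean at TN 0.989 of that at RT), and no single library made the difference, since the fewest genes called at TN with 1 library left out, 456, were more than the most at RT, 159.

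Whether the loss of *Txnip* at TN extends the response of WT BAT to warming was asked as a hypothesis. The log2 fold changes of *Txnip*-/- over WT at TN and of TN over RT in WT mice were correlated across 12486 genes with different TN WT libraries in each. Pearson's r was from 0.182 to 0.344 over the ways to part the 3 TN WT libraries, which is consistent with a partial overlap, although genes are not independent replicates.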
